# Transcriptome and metabolome analyses reveal molecular mechanisms of anthocyanin-related leaf color variation in poplar (*Populus deltoides*) cultivars

**DOI:** 10.3389/fpls.2023.1103468

**Published:** 2023-02-24

**Authors:** Xu Qian Peng, Yu Jie Ai, Yu Ting Pu, Xiao Jing Wang, Yu Hang Li, Zhong Wang, Wei Bing Zhuang, Bing Jun Yu, Zhi Qi Zhu

**Keywords:** anthocyanin, poplar, RNA-seq, metabolome profiling, correlation analysis

## Abstract

**Introduction:**

Colored-leaf plants are increasingly popular for their aesthetic, ecological, and social value, which are important materials for research on the regulation of plant pigments. However, anthocyanin components and the molecular mechanisms of anthocyanin biosynthesis in colored-leaf poplar remain unclear. Consequently, an integrative analysis of transcriptome and metabolome is performed to identify the key metabolic pathways and key genes, which could contribute to the molecular mechanism of anthocyanin biosynthesis in the colored-leaf cultivars poplar.

**Methods:**

In this study, integrated metabolite and transcriptome analysis was performed to explore the anthocyanin composition and the specific regulatory network of anthocyanin biosynthesis in the purple leaves of the cultivars ‘Quanhong’ (QHP) and ‘Zhongshanyuan’ (ZSY). Correlation analysis between RNA-seq data and metabolite profiles were also performed to explore the candidate genes associated with anthocyanin biosynthesis. R2R3-MYB and bHLH TFs with differential expression levels were used to perform a correlation analysis with differentially accumulated anthocyanins.

**Results and discussion:**

A total of 39 anthocyanin compounds were detected by LC-MS/MS analysis. Twelve cyanidins, seven pelargonidins, five delphinidins, and five procyanidins were identified as the major anthocyanin compounds, which were differentially accumulated in purple leaves of QHP and ZSY. The major genes associated with anthocyanin biosynthesis, including structural genes and transcription factors, were differentially expressed in purple leaves of QHP and ZSY through RNA-sequencing (RNA-seq) data analysis, which was consistent with quantitative real-time PCR analysis results. Correlation analysis between RNA-seq data and metabolite profiles showed that the expression patterns of certain differentially expressed genes in the anthocyanin biosynthesis pathway were strongly correlated with the differential accumulation of anthocyanins. One R2R3-MYB subfamily member in the SG5 subgroup, Podel.04G021100, showed a similar expression pattern to some structural genes. This gene was strongly correlated with 16 anthocyanin compounds, indicating that Podel.04G021100 might be involved in the regulation of anthocyanin biosynthesis. These results contribute to a systematic and comprehensive understanding of anthocyanin accumulation and to the molecular mechanisms of anthocyanin biosynthesis in QHP and ZSY.

## 1 Introduction

Colored-leaf plants are naturally occurring, and the leaves of cultivated species differ in color from the natural green in the entire growing season. Leaf color is an important ornamental trait of cultivated colored-leaf plants. The change in leaf color is strongly associated with the synthesis and accumulation of anthocyanins in leaves (Gao et al., 2021; Li et al., 2021). Anthocyanins, a subclass of flavonoids, perform many biological functions in higher plants, including responsibility for a variety of colors to act as insect and animal attractants (Landi et al., 2015; Liu et al., 2018; Liang and He, 2018). Anthocyanins also act as sunlight attenuators, antioxidants, mediators of reactive oxygen species-induced signaling cascades, chelating agents for heavy metals, and delay leaf senescence in plants (Naing and Kim, 2021; Zheng et al., 2021). Recent studies have shown that anthocyanins could confer tolerance to low temperature, drought and high salinity stress in plants (Zheng et al., 2019; Cirillo et al., 2021; Naing and Kim, 2021). Moreover, anthocyanins are important for the beneficial human-health effects associated with anti-inflammatory, chemopreventive, and antioxidant properties (Dharmawansa et al., 2020; Sirilun et al., 2022). Anthocyanins are responsible for orange, red, magenta, violet and blue colors. The biosynthetic pathway leading to anthocyanin pigment accumulation in flowers or fruit has been well characterized, and the structural genes encoding relevant enzymes and transcriptional factors (TFs) have been isolated (Xie et al., 2011; Vimolmangkang et al., 2013; Chaves-Silva et al., 2018; Yan et al., 2021). The structural genes involved in anthocyanin biosynthesis primarily include phenylalanine ammonia-lyase (*PAL*), chalcone synthase (*CHS*), chalcone isomerase (*CHI*), flavanone 3-hydroxylase (*F3H*), dihydroflavonol 4-reductase (*DFR*), anthocyanidin synthase (*ANS*), and flavonoid 3-*O*-glucosyltransferase (*UFGT*) (Xie et al., 2011; Vimolmangkang et al., 2013; Chaves-Silva et al., 2018; Yan et al., 2021). These genes have been well characterized in many species (Xie et al., 2011; Vimolmangkang et al., 2013; Chaves-Silva et al., 2018; Yan et al., 2021). In addition to glycosylation, modifications such as methylation and acylation contribute to the structural diversity of anthocyanins (Provenzano et al., 2014; Shi et al., 2014; Enaru et al., 2021).

Transcription factors play critical roles in the regulation of plant organ pigmentation (Ambawat et al., 2013; Cheng et al., 2014; Sagawa et al., 2016; Liu et al., 2022). Anthocyanin accumulation is highly regulated by TFs, in particular, by MYB, bHLH, and WD40 proteins (Lin-Wang et al., 2010; Rouholamin et al., 2015; Chen et al., 2019). The MYB TFs have the following two regions: (1) a conserved N-terminal domain and (2) a diverse C-terminal modulator region, responsible for the regulatory activity of the protein. The MYB TF family is subdivided into four subfamilies: 1R-, R2R3-, 3R-, and 4R-MYB proteins (Tombuloglu et al., 2013). Among these subfamilies, R2R3-MYB TFs activate the flavonoid biosynthetic pathway (Lin-Wang et al., 2010). To date, several MYB TFs involved in anthocyanin biosynthesis have been identified in poplar, including PtrMYB116, PtrMYB117, PtrMYB118, PtrMYB119, PtrMYB120, PtrMYB57, and PdMYB118 (Zhou et al., 2018; Wang et al., 2019). The expression of genes associated with anthocyanin biosynthesis is regulated by the MYB-bHLH-WD40 (MBW) protein complex. PtrMYB57 interacts with bHLH131 (a bHLH TF) and PtrTTG1 (a WDR TF) to form the MBW complex and binds to flavonoid gene promoters, which inhibits the biosynthesis of anthocyanin and proanthocyanidins in poplar (Wan et al., 2017). PdMYB118 directly interacts with PdTT8 (a bHLH TF) to regulate wound-induced anthocyanin biosynthesis in *Populus deltoides* (Wang et al., 2020). In addition, several other families of TFs (bZIP, NAC, MADS box, Dof, and WRKY) have been described as regulators of anthocyanin biosynthesis in plants (Riechmann and Ratcliffe, 2000; Sun et al., 2017).

Integration of transcriptome and metabolome analyses not only enable the exploration of new functional genes and metabolites, but also reveal complex molecular mechanisms of secondary metabolite biosynthesis in plants (Carreno-Quintero et al., 2013; Delfin et al., 2019). For example, based on transcriptomics and metabolomics, flavonoid–anthocyanin biosynthetic genes were shown to exhibit differential expression patterns between purple- and green-skinned fruit of *Ficus carica* (Wang et al., 2017). Similarly, accumulation of malvidin 3-*O*-glucoside and delphinidin 3-*O*-glucoside was correlated with reddening of the peel of jujube (*Ziziphus jujuba*) fruit and increased the expression levels of three *UFGT* genes (Liu et al., 2022). Recently, a combined analysis of the fruit metabolome and transcriptome analysis revealed that six candidate genes (*AaF3H*, *AaLDOX*, *AaUFGT*, *AaMYB*, *AabHLH*, and *AaHB2*) and seven flavonoid compounds were closely associated with the pigmentation of red- and green-fleshed cultivars of *Actinidia arguta* (Yu et al., 2020). The flavonoid components and the corresponding molecular mechanisms of colored-leaf cultivars of *P. deltoides* have been explored using transcriptome, metabolome, and proteome analyses (Chen et al., 2021; Tian et al., 2021a). Thus, an integrated metabolome and transcriptome analysis is an effective approach for exploration of anthocyanin components and the molecular mechanisms of anthocyanin biosynthesis in purple leaves of the *P. deltoides* cultivars ‘Quanhong’ (QHP) and ‘Zhongshanyuan’ (ZSY).

Poplar is widely distributed throughout most subtropical regions of the world. The trees exhibit rapid growth and strong stress resistance, and are commonly used for timber, pulp, and paper production (Bal, 2016; Zhuang et al., 2018; Zhuang et al., 2019). In recent years, several types of colored-leaf poplars have been cultivated from a green-leaf cultivar (‘L2025’) (Wang et al., 2022), such as ‘Zhonghong’ (Zhuang et al., 2018), ‘Quanhong’ (QHP) (Zhang et al., 2014; Zhang et al., 2016), ‘Jinhong’ (Zhuang et al., 2018), ‘Caihong’ (Zhuang et al., 2018), and ‘Zhongshanyuan’ (ZSY) (Zhuang et al., 2021a). Recently, ZSY, a valuable colored-leaf cultivar with green and purple leaves, has been used to reveal the molecular regulatory mechanism of anthocyanin biosynthesis (Zhuang et al., 2021b). However, most research on anthocyanin biosynthesis has focused on fruit color (e.g., Rahim et al., 2014; Honda and Moriya, 2018; Zong et al., 2019) and petal color (e.g., Jiang et al., 2014; Han et al., 2020), and anthocyanin biosynthesis in colored-leaf plants has been less thoroughly researched. In the present study, we performed metabolome and transcriptome analyses of the purple leaves of QHP and ZSY. Differentially expressed genes (DEGs), including structural genes and TFs involved in the regulation of anthocyanin biosynthesis, were identified, and the expression patterns of selected DEGs were verified using quantitative real-time PCR (qRT-PCR) analysis. Correlation analysis between RNA-sequencing (RNA-seq) data and metabolite profiling revealed that certain structural genes and TFs were strongly correlated with quantitative changes in anthocyanins. The data from this study improve understanding of anthocyanin biosynthesis in purple leaves of QHP and ZSY at the metabolic and molecular levels, and provide valuable information for the development of new colored-leaf cultivars of poplar. Our study aimed to explore the candidate genes associated with anthocyanin biosynthesis in colored-leaf poplar, which also could contribute to the understanding of molecular mechanisms in anthocyanin biosynthesis of colored-leaf poplar, and the cultivation of new varieties in colored-leaf plants.

## 2 Materials and methods

### 2.1 Plant material

QHP with bright purple leaves, L2025 with green leaves, and ZSY with bright purple and green leaves were planted in the experimental field of Nanjing Botanical Garden, Memorial Sun Yat-Sen (32°3′N, 118°49′E). The fourth and fifth fully expanded mature leaves were collected from two-year-old seedlings of QHP (P) and L2025 (G), respectively. Fully expanded purple leaves (F_P) and green leaves (F_G) from two-year-old ZSY seedlings were also harvested. The leaf samples were immediately frozen in liquid nitrogen and stored at −80°C until use for the determination of chlorophyll, carotenoid, and anthocyanin contents, metabolite detection, RNA-seq, and qRT-PCR analyses. Three independent biological replicates were used for each experiment.

### 2.2 Chlorophyll, carotenoid, and anthocyanin content analysis

The contents of chlorophyll, carotenoid, and anthocyanin of the QHP, ZSY, and L2025 leaves were determined based on a previously described method (Tian et al., 2021b). Fresh leaves were used to measure total chlorophyll content based on the method described by Wu et al. (2020). Leaf tissue (0.1 g) was ground into powder and extracted in 5 mL of 95% ethanol at 50°C for 2 h. The mixture was vortexed and centrifuged at 5,000 rpm for 5 min. The absorbance of the supernatant was measured at 470, 649, and 665 nm using an ultraviolet–visible spectrophotometer (Wu et al., 2020; Zhuang et al., 2021b). Fresh leaves were used to determine the carotenoid content in accordance with the method used by (Gao et al., 2021). Approximately 100 mg of fresh leaf tissue were cut into pieces with scissors, and extracted in 10 mL of 1% (v/v) HCl–ethanol at 60°C for 30 min. The mixture was vortexed and centrifuged at 13,000 × *g* for 5 min. The absorbance of the supernatant was measured at 530, 620, and 650 nm using an ultraviolet-visible spectrophotometer (Gao et al., 2021).

### 2.3 Estimation of total anthocyanin content

The total anthocyanin content was determined in accordance with the method of Xu et al. (2017) using functional leaves (the third to fifth leaves from the main branches) of two-year-old seedlings of QHP, ZSY, and L2025.

### 2.4 Metabolite profile analysis

Metabolite profiling of the extracted leaf samples was performed using a liquid chromatography–tandem mass spectrometry (LC-MS/MS) (Ma et al., 2006). Chromatographic separation of anthocyanin metabolites was performed on an ACQUITY UPLC HSS T3 column (100 mm × 2.1 mm, 1.8 µm), using a gradient elution of 0.1% formic acid (Solution A) with acetonitrile (Solution B) at a flow rate of 0.2 mL/min and temperature of 40°C. The elution profile was set as follows: 80:20 VA/VB at 0 min, 80:20 VA/VB at 1 min, 25:75 VA/VB at 3 min, 25:75 VA/VB at 4 min, 80:20 VA/VB at 4.05 min, 80:20 VA/VB at 6.5 min, and 80:20 VA/VB at 7.5 min. The injection volume was 10 μL.

A quadrupole-time-of-flight (TOF) tandem mass spectrometer was operated in both positive and negative ion modes. The optimized parameters were as follows: the ion source temperature 500°C; ion spray voltage 5.5 kV (positive), −4.5 kV (negative); ion sources gas1, ion sources gas2, and curtain gas were set at 50, 50, and 35 psi, respectively. The collision gas and ion spray voltage were set to medium and 4.5 kV, respectively. Data acquisition and analysis were performed using Analyst Software (Sciex, Foster City, CA, USA).

### 2.5 Qualitative and quantitative analysis of metabolites

Data preprocessing was performed using Progenesis QI software to obtain *m/z* values, retention time (RT), and peak intensity. Metabolites were identified by searching and comparing the *m/z* values, RT, and fragmentation patterns with standards in the Human Metabolome Database (HMDB; http://www.hmdb.ca/) and Metlin database (https://metlin.scripps.edu/). The variable importance of projection (VIP) score of the orthogonal projections to latent structures–discriminant analysis model was used to detect global metabolic changes among comparable groups. Metabolites with a *t*-test adjusted *p*-value (*p*_adj_) ≤ 0.05 and VIP ≥ 1 were defined as differential metabolites. The Bioconductor R package from on the Majorbio Cloud Platform (https://cloud.majorbio.com) was used to perform multivariate statistical analysis. An unsupervised method was used to perform a principal component analysis (PCA).

### 2.6 RNA extraction, library construction, and sequencing

Total RNA was extracted from the frozen leaf samples of each poplar cultivar (QHP, ZSY, and L2025) using the EASYspin Plus Plant RNA Kit (Aidlab, Beijing, China). The extracted RNA was treated with DNase I (TaKaRa) to remove the contaminant DNA. The Dynabeads™ mRNA Purification Kit (Invitrogen) was used for the purification of mRNA from total RNA. The purified mRNAs were cleaved into small fragments and reverse-transcribed into first-strand cDNAs with random hexamer primers. The double-stranded cDNAs were synthesized using the NEBNext Ultra RNA Library Prep Kit (NEB). Adaptors were added to the double-stranded cDNAs, which were further fragmented and enriched by PCR to construct the final cDNA libraries for Illumina paired-end sequencing using an Illumina NovaSeq 600 platform.

### 2.7 Analysis of RNA-seq data

After trimming the adapter sequences and removing low quality sequences, the clean reads were mapped to the *P. deltoides* reference genome (https://www.ncbi.nlm.nih.gov/data-hub/genome/GCA_015852605.2/) and assembled using Hisat2 and StringTie, respectively. The obtained transcripts were annotated using eight databases (Nr, Nt, GO, Swiss-Prot, COG, KOG, Pfam, and KEGG). Gene expression levels were calculated and normalized using fragments per kilobase of transcript per million mapped fragments (FPKM). The DEGs between two groups were analyzed using the DESeq R package. A false discovery rate (*p*_adj_) ≤ 0.05 and |log_2_(fold change)| ≥ 1 were used as the criteria to identify significant DEGs (Ali and Bhaskar, 2016). In addition, gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses of DEGs were performed using the DAVID and KOBAS online tools, respectively. The RNA-seq dataset is available from the Gene Expression Omnibus (accession no. GSE216754).

### 2.8 Correlation analysis of metabolite and transcriptome profiling

Pearson’s correlation analysis was conducted by calculating the correlation coefficient between anthocyanin content and the expression of DEGs enriched in the flavonoid–anthocyanin biosynthesis pathway (ko00941 and ko00942). Furthermore, R2R3-MYB and bHLH TFs with differential expression levels were used to perform a correlation analysis with differentially accumulated anthocyanins. Interaction networks between DEGs and differentially accumulated anthocyanins were visualized using Cytoscape 2.8.2 (Cho et al., 2016).

### 2.9 qRT-PCR analysis

The differential expression patterns of selected structural genes and TFs in the anthocyanin biosynthesis pathway, as detected from the RNA-seq data, were investigated using qRT-PCR (Kodama et al., 2018). The *Actin* gene was used to normalize the gene expression levels in all groups (Wang et al., 2015). The relative expression level for each gene was calculated using the 2^−ΔΔCt^ method. Three technical replicates and three biological replicates were analyzed for each sample. All primers used in this study are listed in **Supplementary Table 1**.

### 2.10 Statistical analysis

Heatmap analysis, PCA, and multiple-testing of metabolome and transcriptome data were conducted using R software. Results are expressed as the mean ± standard deviation (SD). The calculated *p*-value was calibrated by false discovery rate (FDR) correction.

## 3 Results

### 3.1 Pigment constituents in leaves of QHP and ZSY

To detect the pigment constituents in purple leaves of QHP and ZSY, the contents of total chlorophyll (Chl-a and Chl-b), carotenoids, and anthocyanins in leaves of L2025, QHP, and ZSY were measured (**Figures 1A, B**). The Chl-a, Chl-b, and carotenoid contents of L2025 leaves (G) were 2.85, 1.54, and 1.50 times those of QHP leaves (P), respectively, and the anthocyanin content of QHP leaves (P) was 14.82 times that of the L2025 leaves (G) (**Figures 1C–E**). The Chl-a, Chl-b, and carotenoid contents of ZSY green leaves (F_G) were 1.70, 1.54, and 1.71 times those of ZSY purple leaves (F_P), whereas the anthocyanin content of ZSY purple leaves was 15.69 times that of ZSY green leaves (**Figures 1C–E** and **Supplementary Table 2**). These results indicated that the purple color of the leaves may have been caused by anthocyanin accumulation.

**Figure 1:**
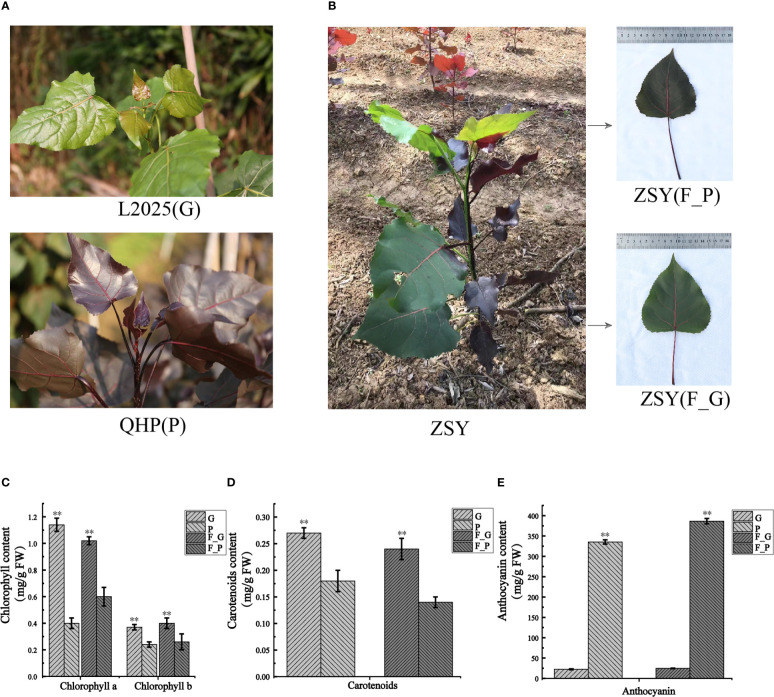
Morphological phenotype and pigment constituents of Populus deltoides ‘Quanhong’ (QHP), ‘Zhongshanyuan’ (ZSY), and ‘L2025’. **(A)** Morphological phenotype of QHP and L2025; P, purple leaves of QHP; G, green leaves of L2025. **(B)** Morphological phenotype of ZSY; F_P and F_G, purple leaves and green leaves, respectively. **(C)** Chlorophyll content in leaves of QHP, ZSY, and L2025. **(D)** Carotenoid content in the leaves of QHP, ZSY, and L2025. **(E)** Anthocyanin content in leaves of QHP, ZSY, and L2025. Data are presented as the mean ± SD (N = 3). **p < 0.001 (Student’s t-test).

### 3.2 Anthocyanin contents in leaves of different colors

To further explore the anthocyanin components and the corresponding molecular mechanisms of anthocyanin biosynthesis in purple leaves of QHP and ZSY, the same leaf samples, comprising the green leaves of L2025 and ZSY (G and F_G), and the purple leaves of QHP and ZSY (P and F_P), were used for metabolite and transcriptome analysis. Metabolite profiling of the leaves (G, P, F_G, and F_P) was performed using LC-MS/MS analysis. A total of 39 anthocyanin metabolites were identified: 12 cyanidins, 7 pelargonidins, 5 delphindins, 5 procyanidins, 4 malvidins, 2 petunidins, 2 peonidins, 1 pseudopurpurin, and 1 gentisin (**Table 1**). The PCA showed clear separation of the sample groups. Among the leaf samples, 90.6% of the total variance was explained by PC1 (61.7%), PC2 (16%), and PC3 (12.9%) (**Figure 2A**). The PCA revealed lower variability among the biological replicates. To identify anthocyanin compounds that were differentially accumulated between the purple and green leaves, the anthocyanins from the leaf samples were subjected to comparative analysis according to their relative contents: P *vs*. G and F_P *vs*. F_G. The comparison between F_P and F_G showed that 22 anthocyanins increased, whereas 11 decreased (**Figure 2B**). Between P and G, 24 anthocyanins increased, whereas two decreased (**Figure 2C**). In particular, 22 differentially accumulated anthocyanins, including 20 upregulated anthocyanins (7 cyanidins, 5 procyanidins, 2 delphinidins, 2 pelargonidins, 2 peonidins, 1 malvidin, and 1 pseudopurpurin) and two downregulated anthocyanins (cyanidin and malvidin *O*-hexoside), were detected in both comparisons P vs. G and F_P vs. F_G (**Supplementary Table 3**).

**Table 1:** List of anthocyanins in poplar leaves identified by metabolome analysis.

Type	Name	Q1 [Da]	RT [min]	QC1	QC2	QC3	F_G	F_P	G	P
Cyanidin	Cyanidin 3-*O*-malonylhexoside	535.1	3.739	121900000	134100000	125700000	0.02	0.33	0.07	0.92
	Cyanidin *O*-malonyl-malonylhexoside	621.1	3.663	84270000	84090000	72600000	0.58	0	0.36	0
	Cyanidin chloride	303.1	3.424	78470	75950	73200	0.02	0.64	0.01	0.51
	Cyanidin 3-*O*-glucosyl-malonylglucoside	697.1	3.745	387800	407000	390400	0.01	0.27	0.9	0.37
	Keracyanin chloride	611.1	1.561	62240	61760	59120	0.02	0.54	0.1	0.87
	Cyanidin *O*-syringic acid	465.1	1.555	4195000	4534000	4184000	0	0.2	0	0.76
	Cyanidin *O*-diacetyl-hexoside-*O*-glyceric acid	619.1	3.768	19720000	19680000	19700000	0.02	0.9	0.03	0.6
	Cyanidin *O*-acetylhexoside	489.1	3.739	111300000	105700000	98630000	0.06	0.21	0.01	0.86
	Cyanidin *O*-rutinoside	595.17	1.525	83530	97370	93900	0.12	0.24	0.59	0.34
	Cyanidin 3-*O*-glucoside	465.1	1.614	1456000	1521000	1699000	0.03	0.6	0.01	0.5
	Idaein chloride	465.1	1.56	3820000	3825000	3419000	0.02	0.45	0.01	0.82
	Cyanin chloride	627.1	1.37	28220	25150	24270	0.37	0.74	0.79	0.12
Pelargonidin	Pelargonidin 3-*O*-malonylhexoside	519.1	3.795	25910000	28140000	23440000	0.01	0.4	0.01	0.65
	Pelargonidin 3-*O*-malonyl-malonylhexoside	605.1	1.129	42990	47810	34960	0.01	0.44	0	0.89
	Pelargonin chloride	611.1	1.544	94960	102600	91110	0.01	0.38	0	0.78
	Pelargonidin chloride	287	3.773	7090	5343	3217	0.04	0.12	0.72	0.18
	Pelargonidin *O*-acetylhexoside	473.1	3.803	5696000	5660000	5964000	0.85	0	0.31	0.26
	Callistephin chloride	449.1	1.647	564000	573700	612600	0.05	0.41	0.1	0.79
	Ferulylpelargonidin di-*O*-hexosyl-*O*-pentosid	919	3.599	3531	3536	2248	0.03	0.05	0.82	0.35
Peonidin	Peonidin chloride	317.1	3.812	77660	75180	67660	0	0.4	0	0
	Peonidin *O*-hexoside	463.123	3.646	136600000	141200000	151200000	0	0.21	0	0.74
Malvidin	Malvidin 3-galactoside chloride	509.1	1.719	37630	36760	37880	0	0.89	0.08	0.52
	Malvidin *O*-hexoside	493.1	1.734	10240	7730	6349	0.83	0.74	0.12	0.06
	Malvidin 3,5-diglucoside	655.2	1.721	192000	187300	164300	0.59	0.29	0.5	0.2
	Malvidin chloride	347.1	3.812	5987	7555	5333	0.03	0.59	0.02	0.69
Delphinidin	Delphinidin chloride	319	4.797	2619	3135	3109	0	0.08	0.76	0.02
	3,3’,4’,5,5’,7,8-Heptahydroxyflavone	366.892	1.018	1230	2130	2333	0.01	0.2	0.03	0.91
	Myrtillin chloride	481.1	1.483	73020	72930	76280	0.02	0.89	0	0.89
	Delphinidin *O*-malonylhexoside	551.1	3.661	1231000	1359000	1394000	0.07	0.92	0.01	0.66
	Delphinidin 3-sophoroside-5-rhamnoside	773	3.547	766600	767800	842300	0.02	0.65	0.16	0.94
Petunidin	Petunidin 3-*O*-rutinoside	625.3	3.538	76650000	73980000	79850000	0.1	0.77	0.01	0.58
	Petunidin-3-*O*-glucoside chloride	495.1	1.576	5880	6644	8018	0.09	0.36	0.43	0.68
	Gentisin	290.892	4.514	39910	22200	21390	0.11	0.13	0.02	0.96
	Pseudopurpurin	332.892	3.496	41060	49740	47530	0.53	0.14	0.94	0.07
Procyanidin	Procyanidin A3	577.1	1.996	1135000	1119000	1206000	0.09	0.35	0.71	0.39
	Procyanidin A1	577	1.9	543300	595700	532500	0.01	0.86	0.21	0.47
	Procyanidin A2	577	2.001	514600	509300	510200	0.67	0.43	0.32	0.28
	Procyanidin B2	577.135	1.895	4912000	4514000	4709000	0.46	0.58	0.42	0.36
	Procyanidin B3	577.1	1.908	4619000	4819000	5044000	0.04	0.84	0.24	0.44

**Figure 2:**
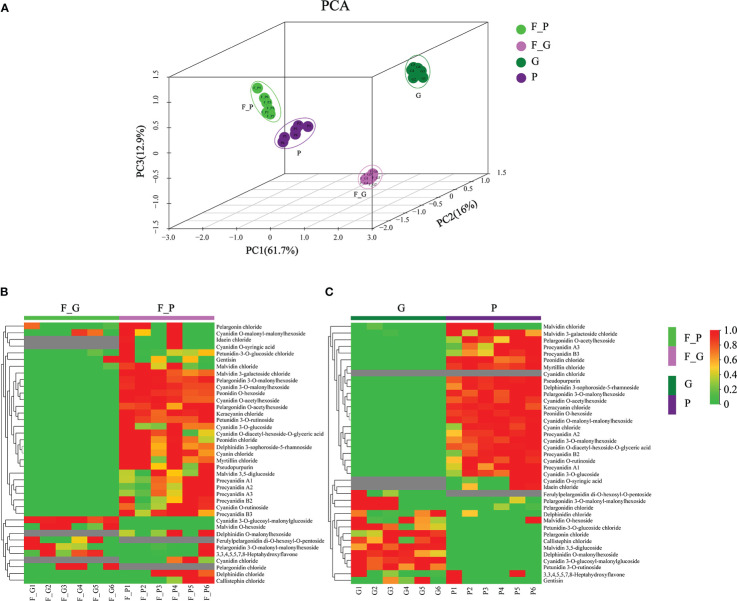
Principal component analysis (PCA) and differential accumulation of anthocyanin metabolites in leaves of *Populus deltoides* ‘Quanhong’ (QHP) and ‘Zhongshanyuan’ (ZSY). **(A)** PCA scatterplot of the contents of anthocyanin compounds. **(B, C)** represent heat maps of the differential accumulation of anthocyanin metabolites in the F_P vs F_G and P vs G comparison groups, respectively. P, purple leaves of QHP; G, green leaves of L2025; F_P and F_G, purple leaves and green leaves of ZSY, respectively. Red and green shading represent high and low contents of anthocyanins, respectively.

### 3.3 Correlation analysis of metabolites

Correlation heat maps were constructed from the differential anthocyanin metabolites detected from the comparisons P vs. G and F_P vs. F_G (**Figure 3**). Of 741 pairwise correlations from 39 anthocyanin metabolites, 367 positive (yellow to red) and 95 negative (yellow to blue) correlations (altogether approximately 62.3% of the total) were observed for P vs. G (**Figure 3A**), and 297 positive and 142 negative correlations (altogether approximately 69.2% of the total) were observed for F_P vs. F_G (**Figure 3B**). Significant changes in metabolite–metabolite correlations (both positive and negative) were observed between P vs. G and F_P vs. F_G. This in turn showed that adjustments in the branches of the anthocyanin metabolic pathway occurred during the development of purple leaves in QHP and ZSY. In P vs. G, 31.51% of 367 positive correlations and 47.91% of 95 negative correlations were for procyanidins, and cyanidins–other anthocyanins correlations, respectively. 33.67% of 297 positive correlations and 43.26% of 142 negative correlations were for procyanidins, and cyanidins–other anthocyanins correlations, respectively, that were observed in F_P vs. F_G (**Supplementary Table 4**). These results indicated that procyanidins and cyanidins were the main contributors to the differences in accumulated anthocyanin metabolites between QHP and ZSY.

**Figure 3:**
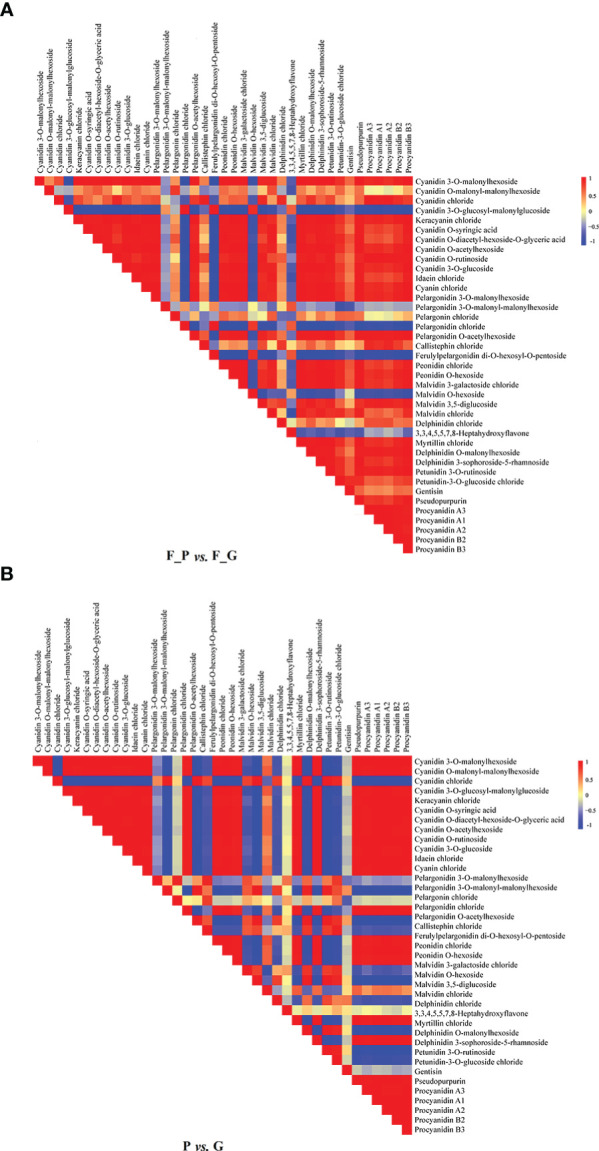
Visualization of metabolite–metabolite correlations. **(A)** Heat map of pairwise correlations between metabolites identified in the F_P vs F_G comparison group. **(B)** Heat map of pairwise correlations between metabolites identified in the P vs G comparison group. Each square indicates a given *r* value resulting from a Pearson correlation analysis in a false color scale (red and blue indicate positive and negative correlations, respectively). The self-comparisons are indicated in white.

### 3.4 Transcriptome analysis of green and purple leaves

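The transcriptome data cover purple leaves of QHP (P), green leaves of L2025 (G), and purple (F_P) and green (F_G) leaves of ZSY, with 3 biological replicates in each of the 4 groups. F_P and F_G came from the same cultivar, whereas P and G came from different cultivars, so that leaf color and cultivar cannot be separated in P vs. G. The authors mapped the reads to a genome of *P. deltoides* with Hisat2 and assembled transcripts with StringTie, whose versions are not given in the sources used here. They deposited the expression of each gene as FPKM, the fragments scaled to transcript length and to a library size. The deposited values cover 46170 genes in each of the 12 libraries, of which 1317 are outside the deposited annotation, and 6629 genes have an FPKM of 0 in all 12 libraries. FPKM multiplied by the exon length in that annotation gave whole numbers of fragments (within 0.02) for 100% of the values checked, so that the depth could be recovered. These were the values above 0 of annotated genes, without those with the most fragments. The F_G libraries held 14543579 to 15858408 fragments on annotated genes (median 14843963), the F_P libraries 16056300 to 16628923 (median 16067750), the G libraries 14940024 to 15982748 (median 15343071), and the P libraries 16017796 to 16622388 (median 16109328). The paper gives depth as reads per library in Supplementary Table 6, whereas the values reported here rest on the fragments assigned to genes. The library size by which the authors divided was 1.03 to 1.05 times the number of counted fragments in F_G, 0.995 to 1.00 times in F_P, 0.942 to 0.966 times in G, and 1.08 to 1.09 times in P, so that the deposited FPKM already carry a scaling between libraries. Purple and green leaves were compared with limma (trend) on log2(FPKM + 1), using only the 6 libraries of each comparison and the genes with at least 1 FPKM in at least 3 of them. A gene was counted as a DEG at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. The fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM.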

To explore the molecular regulatory mechanisms of anthocyanin biosynthesis during the development of purple leaves of QHP and ZSY, 12 cDNA libraries were constructed from the same samples used for metabolite analysis to enable high-throughput RNA-seq (**Supplementary Table 5**). In total, 535,787,836 raw reads in the range of 42,021,546–46,112,070 and 510,395,564 clean reads in the range of 41,235,222–44,584,822 were obtained for each library (**Supplementary Table 6**). The Q30 percentage and average GC content percentages were more than 97% and 43.93% for the libraries, respectively. Overall, 80.23%–92.71% of the clean reads were mapped to the genome of *P. deltoides* for each library. Thus, 32,819, 32,704, 34,047, 32,331, 32,321, 32,337, 34,290, 34,098, 33,214, 33,014, 33,300, and 32,998 genes for each library were identified. These results demonstrated that the RNA-seq data were of high quality and suitable for subsequent analyses.

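These numbers are the genes with an FPKM above 0 in each library, in the order F_G, F_P, G, and P, and the same count over the deposited values gave the same 12 numbers. The median was 32819 genes in F_G, 32331 in F_P, 34098 in G, and 33014 in P. With a minimum of 1 FPKM, the numbers fell to between 25598 and 25756 genes in F_G, 23678 and 23690 in F_P, 25865 and 26009 in G, and 24455 and 24522 in P. The minimum of 1 FPKM was the alternative that moved these numbers most, and with a minimum of 10 fragments the medians were 27208, 25181, 27371, and 26138 genes, respectively. Each F_P library had fewer genes than each library of the other groups under all 3 criteria. A comparison of 3 libraries against 3 cannot give an exact permutation p below 0.10.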

### 3.5 Differentially expressed genes

To identify the DEGs between the purple and green leaves of QHP, L2025, and ZSY, the correlation coefficients (*r*) between the purple and green leaves for the repeated samples of QHP, L2025, and ZSY were computed based on the FPKM value of all transcripts in each sample. The *r* values between the biological replicates of the four poplar leaf samples were all greater than 0.9 (**Figure 4A**). 

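Across genes, r of the FPKM values lay between 0.987 and 0.996 for the 3 pairs of F_G replicates, between 0.998 and 0.999 for F_P, between 0.983 and 0.999 for G, and between 0.988 and 0.999 for P. These coefficients are across genes, which are not independent replicates, and no p is given for them. Spearman's rho was the alternative that moved the lowest of these coefficients most, from 0.983 to 0.962. On log2(FPKM + 1) the lowest r was 0.982, and without the 10 genes with the highest mean FPKM it was 0.986. The spread between replicates was not the same in all groups, with a chi-square of the recovered fragments of 2.82 to 2.93 per gene in F_P and 10.9 to 11.0 per gene between G replicate 3 and the other G replicates.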

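Between groups, r of FPKM across genes was lower than between replicates. It lay between 0.802 and 0.812 for F_G and F_P, and between 0.603 and 0.643 for G and P. The 2 purple groups, F_P and P, had r between 0.862 and 0.890, and the 2 green groups, F_G and G, between 0.708 and 0.806. F_P and G were the farthest apart, with r between 0.436 and 0.472, and F_G and P had r between 0.784 and 0.827. On log2(FPKM + 1), F_P was also nearer to P than to F_G, with 0.963 to 0.967 for F_P and P against 0.936 to 0.944 for F_P and F_G, and F_G was also nearer to P, with 0.954 to 0.959, whereas F_P and G rose to between 0.867 and 0.875.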

The samples were scattered among the four different groups and clustered within the same group, which indicated that the biological replicates could be further used for the detection of DEGs (**Figures 4B, C**). 

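In F_P vs. F_G, 25713 genes were tested and 4685 of them (18.2%) were DEGs, of which 1461 were upregulated and 3224 downregulated in purple leaves. In P vs. G, 26577 genes were tested and 6931 (26.1%) were DEGs, of which 2618 were upregulated and 4313 downregulated in purple leaves. The libraries of the 2 leaf colors did not overlap for 16306 (63.4%) of the genes tested in F_P vs. F_G and for 18463 (69.5%) of those tested in P vs. G, where 10% would be reached by chance. Among the DEGs, 4666 and 6885 were free of overlap, respectively. The alternative that moved these numbers most was leaving out the minimum fold change, which gave 14301 DEGs in F_P vs. F_G and 17154 in P vs. G. With each library left out in turn, the numbers lay between 4627 and 4952 and between 6821 and 7031, respectively. The split by direction moved too. With library totals, 3429 were upregulated and 3668 downregulated in P vs. G, and 1298 and 3430 in F_P vs. F_G. Without the minimum fold change, 8142 were upregulated and 9012 downregulated in P vs. G, and 7373 and 6928 in F_P vs. F_G. Of the 24581 genes tested in both comparisons, 2290 changed in the same direction in both, 607 upwards and 1683 downwards, where 525 would be reached if the calls of the 2 comparisons were independent.

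The gene with the largest increase in F_P vs. F_G among DEGs with a mean of at least 10 FPKM and no overlap, on the log2(FPKM + 1) scale, was Podel.08G182600, on chromosome 8 from 12896240 to 12897296 in the deposited annotation, whose build the annotation does not name. It rose from 0.546 ± 0.358 FPKM (SD, n = 3) in F_G to 83.5 ± 2.02 FPKM (SD, n = 3) in F_P, a log2 fold change of 5.80 (standard error 0.16, adjusted p = 2.36e-07 from limma with Benjamini-Hochberg adjustment). Podel.01G371500, on chromosome 1 from 38707911 to 38711282, had the largest decrease on this scale, from 1439 ± 45.3 FPKM in F_G to 3.20 ± 0.466 FPKM in F_P (log2 fold change −8.43, standard error 0.084, adjusted p = 5.67e-09). In P vs. G, Podel.12G026700, on chromosome 12 from 2199819 to 2200890, rose from 1.38 ± 0.450 FPKM in G to 505 ± 16.2 FPKM in P (log2 fold change 7.75, standard error 0.13, adjusted p = 4.17e-08). The largest decrease in P vs. G on this scale was that of Podel.19G025200, on chromosome 19 from 2568021 to 2571022, from 422 ± 40.3 FPKM in G to 0.200 ± 0.117 FPKM in P (log2 fold change −8.46, standard error 0.11, adjusted p = 3.60e-08). The deposited tables and the reference gene table do not pair these identifiers with names.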

Based on pairwise comparisons with fold change ≥ 1 and FDR ≤ 0.05, 8,217 (2,005 upregulated and 6,212 downregulated) and 11,484 (5,041 upregulated and 6,643 downregulated) DEGs were identified in F_G vs. F_P and P vs. G, respectively (**Figure 4D**).

**Figure 4:**
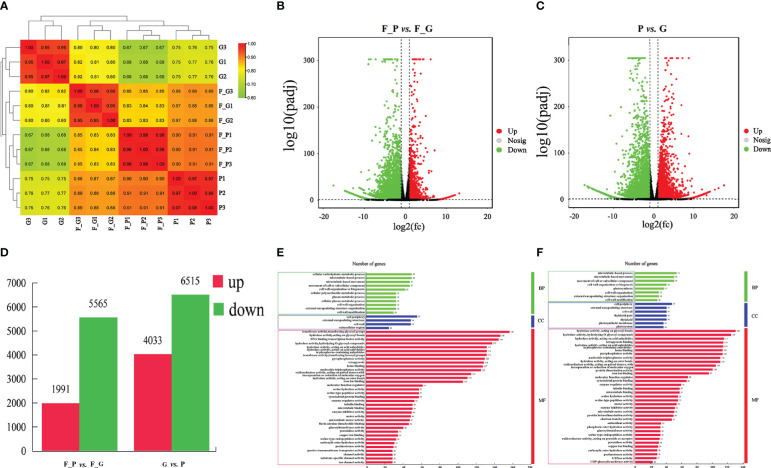
Identification and gene ontology enrichment of differentially expressed genes (DEGs) identified in leaves of *Populus deltoides* ‘Quanhong’ (QHP) and ‘Zhongshanyuan’ (ZSY). **(A)** Correlation of all samples. A correlation analysis between the samples was performed to estimate biological duplication among samples within a group. **(B)** Volcano plot of DEGs between F_P and F_G. **(C)** Volcano plot of DEGs between P and G. The two vertical dotted lines are twice the difference threshold, and the horizontal dotted line represents a *p*-value of 0.05. Red dots indicate the upregulated genes in this group, blue dots indicate the downregulated genes in this group, and black dots indicate the non-significantly differentially expressed genes. **(D)** Number of DEGs identified in F_P vs F_G and P vs G. **(E)** Gene ontology enrichment of DEGs in F_P vs F_G. **(F)** Gene ontology enrichment of DEGs in P vs G.

A GO enrichment analysis was performed to explore the biological functions of DEGs using Blast2GO. A total of 2,345 (F_G vs. F_P) and 3,297 (G vs. P) DEGs were clustered into 83 and 69 functional groups, respectively (**Supplementary Table 7**). The highest-ranked significant GO terms in the enrichment analysis for the DEGs in F_P vs. F_G and P vs. G were classified into three GO categories: 11 and 11 in the biological process category, 4 and 7 in the cellular component category, and 35 and 32 in the molecular function category, respectively (**Figures 4E, F**). Among biological processes, the most enriched terms were microtubule-based movement, microtubule-based process, and cellular carbohydrate metabolic process. In the cellular component category, the cell wall, external encapsulating structure, and cell periphery were the most represented GO terms. For the molecular function category, the most enriched terms were hydrolase activity acting on acid anhydrides, hydrolase activity hydrolyzing *O*-glycosyl compounds, and hydrolase activity acting on glycosyl bond catalytic, binding, and transporter activities.

To further explore the DEGs involved in the metabolic pathways, a KEGG pathway analysis was performed. A total of 1,158 (F_P vs. F_G) and 1,818 (P vs. G) DEGs were assigned to 121 KEGG pathways (**Supplementary Table 8**). The 50 highest-ranked significant KEGG pathways were classified into five categories: metabolism, genetic information processing, cellular processes, environmental information processing, and organismal systems. Among these pathways, the five metabolic pathways with the largest number of DEGs were annotated using the KEGG database in two pairwise comparisons: F_P vs. F_G and P vs. G (**Figures 5A, B**). The five metabolic pathways with the largest number of DEGs from F_P vs. F_G were plant hormone signal transduction (pop04075, 89 genes), phenylpropanoid biosynthesis (pop00940, 78 genes), carbon metabolism (pop01200, 69 genes), starch and sucrose metabolism (pop00500, 61 genes), and plant–pathogen interaction (pop04626, 60 genes). For the comparison of P vs. G, plant–pathogen interaction (pop04626, 113 genes), plant hormone signal transduction (pop04075, 112 genes), phenylpropanoid biosynthesis (pop00940, 92 genes), starch and sucrose metabolism (pop00500, 72 genes), and amino sugar and nucleotide sugar metabolism (pop00520, 65 genes) were the most highly enriched pathways. Notably, plant hormone signal transduction (pop04075), phenylpropanoid biosynthesis (pop00940), starch and sucrose metabolism (pop00500), and plant–pathogen interaction (pop04626) were present among the significantly enriched pathways in both F_P vs. F_G and P vs. G (**Figures 5C, D**).

**Figure 5:**
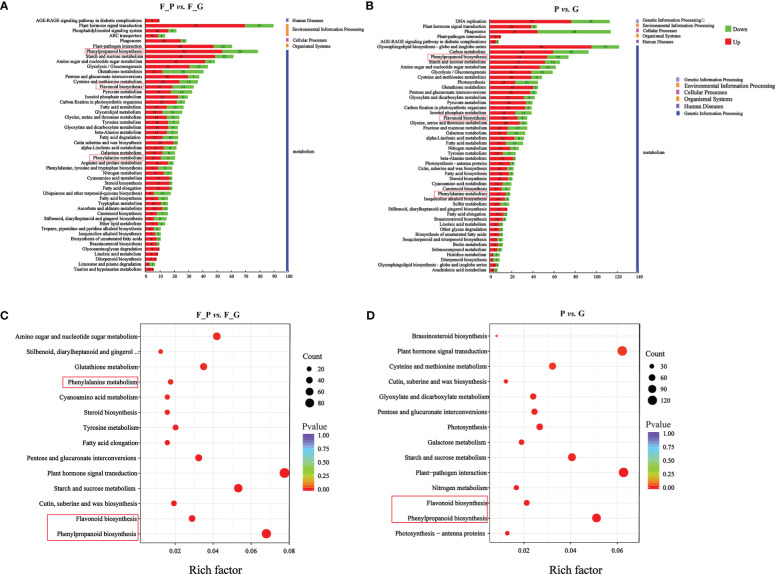
KEGG analysis of the differentially expressed genes (DEGs) in different comparison groups. **(A)** KEGG pathway assignment of the DEGs in F_P *vs.* F_G (top 50 pathways according to the enrichment factor). **(B)** KEGG pathway assignment of the DEGs in P *vs.* G (top 50 pathways according to the enrichment factor). The vertical axis represents the enriched KEGG pathways, and the horizontal axis represents the number of DEGs in each pathway. **(C)** Significantly enriched KEGG pathways (*P* < 0.05) from DEGs in F_P vs F_G. **(D)** Significantly enriched KEGG pathways (*P* < 0.05) from DEGs in P vs G The red frames indicated the phenylpropanoid and flavonoid biosynthesis pathways.

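The genes that the paper assigned to a pathway in one comparison were followed in the libraries of the other comparison, which had not been used to choose them. This was possible for 5 lists of 1 direction that are complete in the copy of Supplementary Table 8 read here, although the paper's table for the other comparison had been seen. Each list was tested with camera, a limma test of whether a list of genes moves apart from the other genes, with the correlation between genes estimated and Benjamini-Hochberg adjustment over the 5 lists. Of the 19 flavonoid biosynthesis genes downregulated in F_P vs. F_G in the paper's list, 17 were tested in P vs. G, 1 was higher in purple leaves, and the median log2 fold change was −1.95 (adjusted p = 0.0314). The 14 flavonoid biosynthesis genes upregulated in F_P vs. F_G had a median log2 fold change of 1.24 in P vs. G, with 13 of 14 higher in purple leaves (adjusted p = 0.0858 from the same camera test). The 14 tested DNA replication genes, of 15 listed, had a median of −1.42 with 0 higher in purple leaves (adjusted p = 0.0609), and the 12 circadian rhythm genes a median of 0.90 with 11 higher (adjusted p = 0.0609), both by camera. Of these 12 genes, 3 are *CHS* genes that also belong to the flavonoid list. In the other direction, the 22 photosynthesis antenna protein genes downregulated in P vs. G had a median of −0.54 in F_P vs. F_G, with 3 higher in purple leaves (adjusted p = 0.148 by camera). Only the downregulated flavonoid genes were below 0.05, whereas all 5 lists were below 0.05 with camera's preset correlation of 0.01 and with fry, the alternatives that moved them most. The fry test asks whether a list changes at all, not whether it moves apart from the other genes. With each library left out in turn, the adjusted p of the downregulated flavonoid genes lay between 0.0575 and 0.0923, without G replicate 1 for the highest and without P replicate 2 for the lowest. With the replicate number as a block, their adjusted p by camera was 0.123.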

### 3.6 DEGs involved in regulation of anthocyanin biosynthesis in colored leaves

The DEGs encoding key enzymes involved in anthocyanin biosynthesis were identified based on gene functional annotation and KEGG pathway enrichment analysis (**Figure 6** and **Supplementary Table 9**). As a result, 28 DEGs (four *CHS*, three *FLS*, four *F3H*, two *F3’H*, two *F3’5’H*, one *DFR*, four *ANS*, and eight *UFGT* genes) were detected in F_P *vs*. F_G. Among these genes, three *CHS*, two *FLS*, one *F3’H*, one *F3’5’H*, one *DFR*, two *ANS*, and five *UFGT* genes were significantly upregulated in F_P vs. F_G. 

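Of the 37 structural genes in Supplementary Table 9, 32 had enough expression to be tested in F_P vs. F_G, and 22 were DEGs, 12 upregulated and 10 downregulated in purple leaves. The number was also 22 when adjusted over the list alone, which is not independent evidence because the paper chose the list on these libraries. By family, 3 *CHS*, 3 *FLS*, 1 *F3’H*, 1 *ANS*, and 4 *UFGT* genes were upregulated, and 2 *F3H*, 1 *F3’H*, 2 *F3’5’H*, 2 *ANS*, and 3 *UFGT* genes were downregulated. On the log2(FPKM + 1) scale, the largest increase was that of *PdeCHS2* (Podel.14G153100, chromosome 14, 11144097 to 11146089 in the deposited annotation), from 177 ± 8.48 FPKM (SD, n = 3) in F_G to 1053 ± 14.4 FPKM (SD, n = 3) in F_P, a log2 fold change of 2.57 (standard error 0.050, adjusted p = 6.07e-08 from limma). *PdeANS3* (Podel.15G029700, chromosome 15, 2519190 to 2520712) rose from 8.43 ± 2.23 to 46.4 ± 1.60 FPKM (log2 fold change 2.36, standard error 0.17, adjusted p = 1.60e-05). The single *DFR* gene, *PdeDFR* (Podel.01G063100, chromosome 1, 4801355 to 4808812), rose from 16.1 to 31.1 FPKM, with a log2 fold change of 0.91 (standard error 0.10, adjusted p = 1.66e-04) that was below the minimum of 1. The 2 *F3’5’H* genes fell, by 1.74 for *PdeF3'5'H1* and by 1.71 for *PdeF3'5'H2* on the log2 scale. Leaving out the minimum fold change moved the number most, to 29 genes, and the test against a log2 fold change of 1 gave 17. Calls near the minimum rested on single libraries. The increase of *PdeUFGT11* was no longer below 0.05 without F_G replicate 1 (adjusted p = 0.0707), F_G replicate 2 (0.0589), F_P replicate 2 (0.0558), or F_P replicate 3 (0.0797), all from limma. *PdeFLS4* fell to 0.998 without F_G replicate 1 and to 0.97 with library totals. The decrease of *PdeUFGT8* was −0.94 without F_G replicate 3 and −0.97 without F_P replicate 3, and that of *PdeF3H4* was −0.93 without F_G replicate 3, −0.95 without F_P replicate 1, and −0.98 without F_P replicate 2. Conversely, *PdeANS4* reached 1.08 without F_G replicate 3, and *PdeF3H1* reached −1.02 without F_G replicate 2 and −1.01 without F_P replicate 2.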

The remaining DEGs were downregulated in F_P vs. F_G. Thirty-three DEGs (seven *CHS*, three *FLS*, three *F3H*, three *F3’H*, two *F3’5’H*, one *DFR*, five *ANS*, and nine *UFGT* genes) were detected in P *vs*. 

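In P vs. G, 32 of the 37 structural genes were tested and 26 were DEGs, 13 upregulated and 13 downregulated in purple leaves, and 26 when adjusted over the list alone. The upregulated genes comprised 5 *CHS*, 2 *FLS*, 1 *F3’H*, 1 *F3’5’H*, 1 *ANS*, and 3 *UFGT* genes, and the downregulated genes 1 *CHS*, 2 *F3H*, 1 *F3’H*, 1 *F3’5’H*, 3 *ANS*, and 5 *UFGT* genes. *PdeANS3* rose from 8.75 ± 1.08 FPKM (SD, n = 3) in G to 58.3 ± 4.26 FPKM (SD, n = 3) in P, a log2 fold change of 2.61 (standard error 0.10, adjusted p = 8.58e-07 from limma). *PdeCHS2* rose from 136 ± 7.77 to 782 ± 66.8 FPKM (log2 fold change 2.51, standard error 0.082, adjusted p = 3.68e-07). The largest decrease on the log2(FPKM + 1) scale was that of *PdeF3'5'H1* (Podel.09G071100), with a log2 fold change of −2.74 (standard error 0.16, adjusted p = 5.13e-06). *PdeDFR* rose by 0.92 on the log2 scale (standard error 0.11, adjusted p = 2.19e-04), below the minimum of 1, and reached 1.10 with library totals and 1.02 without G replicate 3. *PdeFLS2* did not pass the threshold between P and G (log2 fold change 0.15, adjusted p = 0.0834 from limma). The increase of *PdeF3'5'H2* was 0.81 without G replicate 3 and 0.84 without P replicate 2 (adjusted p = 0.0545 from limma), and that of *PdeCHS6* was 0.91 without G replicate 3. *PdeUFGT1* fell by 1.08 on the log2 scale in all libraries, and its value was −0.98 without G replicate 1, −0.97 without P replicate 2, and −0.94 with library totals. With library totals *PdeANS2* (−0.96) and *PdeUFGT10* (−0.97) also came below the minimum, whereas *PdeANS5* passed it without G replicate 3 (−1.08) and without P replicate 2 (−1.09).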

G. Among these genes, five *CHS*, three *FLS*, two *F3’H*, one *DFR*, one *ANS*, and four *UFGT* genes were significantly upregulated in P vs. G. The remaining DEGs were downregulated in the P vs. G group. In addition, 11 DEGs, comprising three *CHS* (*PdeCHS1*, *PdeCHS2*, and *PdeCHS7*), two *FLS* (*PdeFLS3* and *PdeFLS4*), one *F3’H* (*PdeF3’H1*), one *DFR* (*PdeDFR*), one *ANS* (*PdeANS3*), and three *UFGT* genes (*PdeUFGT3*, *PdeUFGT4*, and *PdeUFGT5*), were significantly upregulated in F_P *vs*. 

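In the deposited data, 9 of the 37 structural genes were upregulated in both comparisons, namely *PdeCHS1*, *PdeCHS2*, *PdeCHS6*, *PdeFLS3*, *PdeFLS4*, *PdeF3'H1*, *PdeANS3*, *PdeUFGT4*, and *PdeUFGT5*. Another 7 were downregulated in both, and *PdeF3'5'H2* changed in opposite directions. *PdeCHS1* (Podel.14G152900, chromosome 14, 11135855 to 11137937) had log2 fold changes of 1.70 in F_P vs. F_G (standard error 0.18, adjusted p = 1.28e-04 from limma) and 1.86 in P vs. G (standard error 0.18, adjusted p = 6.63e-05). *PdeF3'H1* (Podel.13G079600, chromosome 13) rose by 1.96 and 1.52 (adjusted p = 2.84e-07 and 2.81e-05 from limma), and *PdeFLS3* by 1.34 in each comparison (adjusted p = 1.97e-04 and 1.49e-04 from limma). *PdeFLS4* rose by 1.04 and 1.25, and *PdeCHS6* by 1.64 and 1.08, and each of these genes lost 1 of its calls when a single library was left out. *PdeDFR* stayed below the minimum fold change in both comparisons, and *PdeUFGT3* was left out in P vs. G because fewer than 3 libraries reached 1 FPKM. With no filter on low values it rose by 0.46 there, below the minimum, and in the voom fit, which was added after the data were seen, it was upregulated in both comparisons. *PdeCHS7* is not in Supplementary Table 9 and was not analysed here. The test against a log2 fold change of 1 moved the number of genes upregulated in both comparisons most, to 5.

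**Figure D1:**
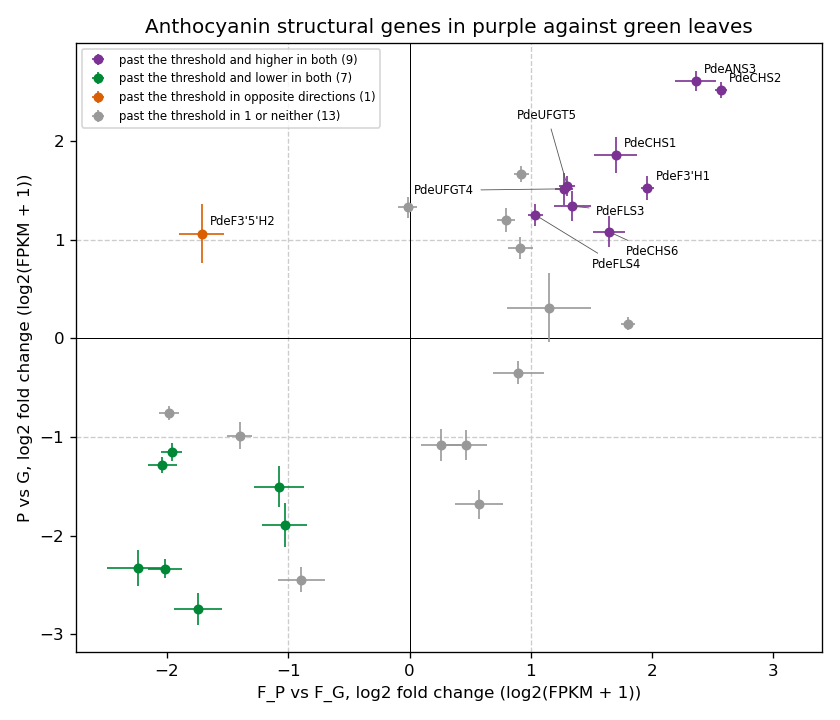
Log2 fold changes of 30 structural genes tested in both comparisons, with F_P vs. F_G on the horizontal axis and P vs. G on the vertical axis, both on the log2(FPKM + 1) scale. Points are the values from limma over 3 libraries per group, bars are standard errors, and dashed lines mark log2 fold changes of −1 and 1. The 9 genes upregulated in both comparisons lie at the upper right, and the 7 downregulated in both at the lower left. Among genes past the threshold in both comparisons, PdeF3'5'H2 alone lies at the upper left with opposite directions.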

F_G and P vs. G.

**Figure 6:**
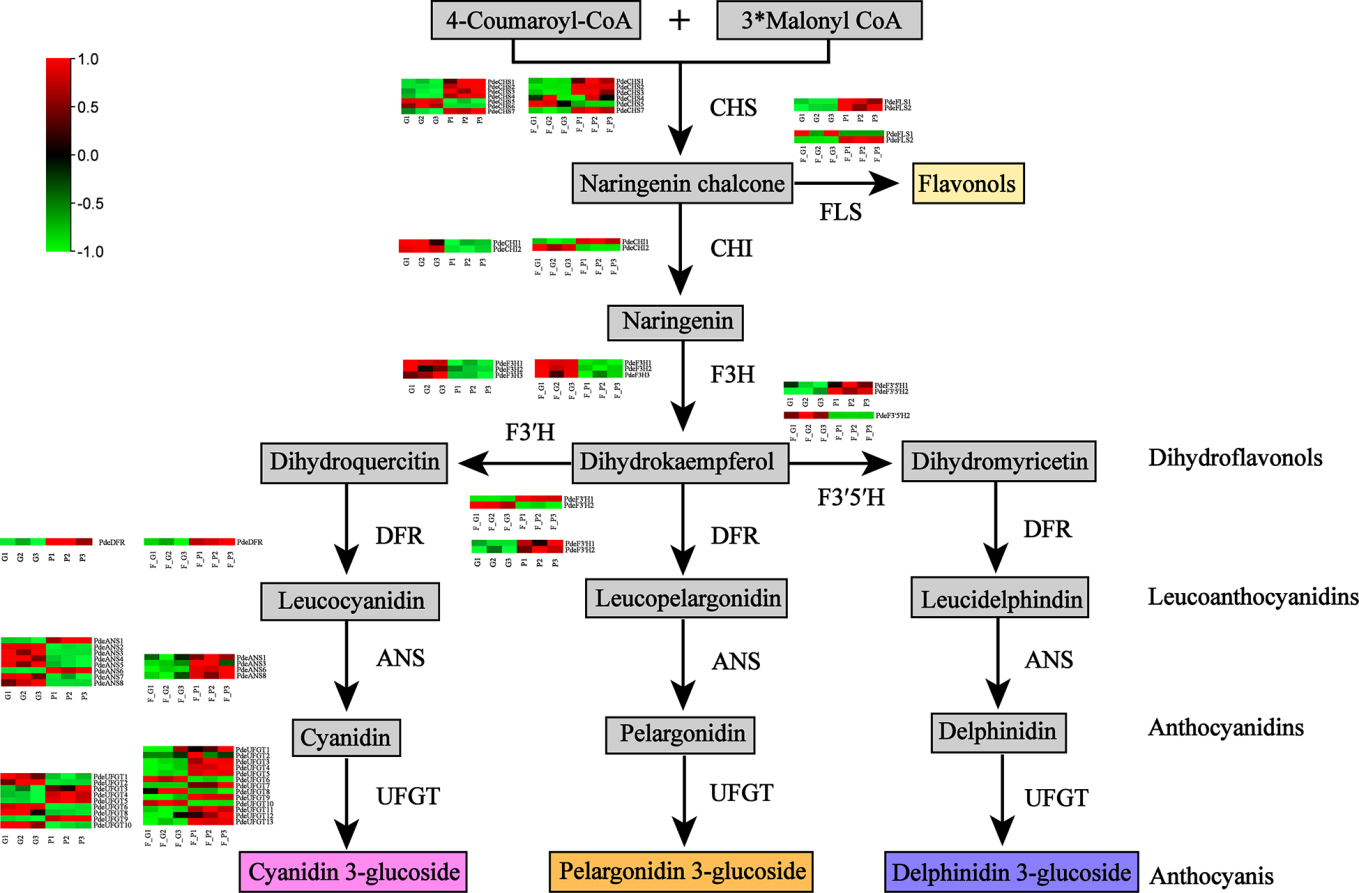
Differentially expressed genes (DEGs) involved in the anthocyanin biosynthesis pathway. Common anthocyanins detected in this study are indicated in gray. Red and green colors indicate a higher or lower expression level of DEGs. Abbreviations: CHS, chalcone synthase; FLS, flavonol synthase; CHI, chalcone isomerase; F3H, flavanone 3-hydroxylase; F3′H, flavonol 3′-hydroxylase; F3′5′H, flavonol 3′5′-hydroxylase; DFR, dihydroflavonol 4-reductase; ANS, anthocyanidin synthase; UFGT, flavonoid-3-*O*-glycosyltransferase.

It is well known that MYB, bHLH, and WD40 TFs play important roles in regulating anthocyanin biosynthesis. In addition, AP2/ERF, bZIP, WRKY, and Dof TFs are associated with anthocyanin biosynthesis. In this study, seven TF families were detected as differentially expressed in the RNA-seq data (**Figure 7** and **Supplementary Table 10**). A total of 75 MYB, 39 bHLH, 26 WRKY, 52 AP2, 22 Dof, 20 bZIP, and one WD40 TFs were differentially expressed in the comparison group of F_P vs. F_G. Among these TFs, 11 MYB, 5 bHLH, 6 WRKY, 6 AP2, 11 bZIP, and 1 Dof exhibited similar expression patterns as the structural genes in the anthocyanin biosynthesis pathway, which were increased in purple leaves of ZSY. Seventy-six MYB, 34 bHLH, 20 WRKY, 46 AP2, 21 Dof, 1 bZIP, and 1 WD40 TFs exhibited the opposite expression pattern to most structural genes in the anthocyanin biosynthesis pathway, which decreased in purple leaves of ZSY. Moreover, 76 MYB, 37 bHLH, 12 WD40, 30 WRKY, 38 AP2, 20 Dof, and 23 bZIP TFs were differentially expressed in the comparison group of P vs. G. Among these TFs, 19 MYB, 13 bHLH, 6 WD40, 6 WRKY, 6 AP2, and 12 bZIP TFs showed expression patterns consistent with most anthocyanin biosynthetic structural genes, which increased in the leaves of QHP. In contrast, 57 MYB, 24 bHLH, 24 WRKY, 32 AP2, 20 Dof, 11 bZIP, and 6 WD40 TFs exhibited the opposite expression pattern to most anthocyanin biosynthetic structural genes, which increased in the leaves of L2025. To explore the function of differentially expressed MYB TFs, an unrooted phylogenetic tree of MYBs, including the differentially expressed MYBs in *P. deltoides* and *Arabidopsis* MYBs, was constructed. 

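Supplementary Table 11 names Podel.04G021100 *PdeMYB1* and Podel.06G234300 *PdeMYB2*, and their expression changed in opposite directions. *PdeMYB1* lies on the minus strand of chromosome 4 from 1528728 to 1529923 in the deposited annotation and has 3 exons. Its expression was 11.2 ± 0.287 FPKM (SD, n = 3) in F_G and 37.5 ± 4.22 FPKM (SD, n = 3) in F_P, a log2 fold change of 1.65 (standard error 0.091, adjusted p = 4.84e-06 from limma). In L2025 and QHP it was 5.33 ± 0.772 FPKM (SD, n = 3) in G and 17.6 ± 1.33 FPKM (SD, n = 3) in P, a log2 fold change of 1.56 (standard error 0.12, adjusted p = 2.24e-05 from limma). *PdeMYB2* lies on the plus strand of chromosome 6 from 23990051 to 23991463 and also has 3 exons. It fell from 113 ± 12.1 FPKM in F_G to 28.8 ± 2.24 FPKM in F_P (log2 fold change −1.94, standard error 0.092, adjusted p = 2.39e-06) and from 106 ± 7.87 FPKM in G to 22.4 ± 1.88 FPKM in P (log2 fold change −2.19, standard error 0.087, adjusted p = 8.41e-07). For both genes, no purple library overlapped with a green library of the same comparison. With each library left out in turn, the log2 fold changes of *PdeMYB1* lay between 1.58 and 1.73 in F_P vs. F_G and between 1.46 and 1.63 in P vs. G, and those of *PdeMYB2* between −2.03 and −1.89 and between −2.25 and −2.12.

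**Figure D2:**
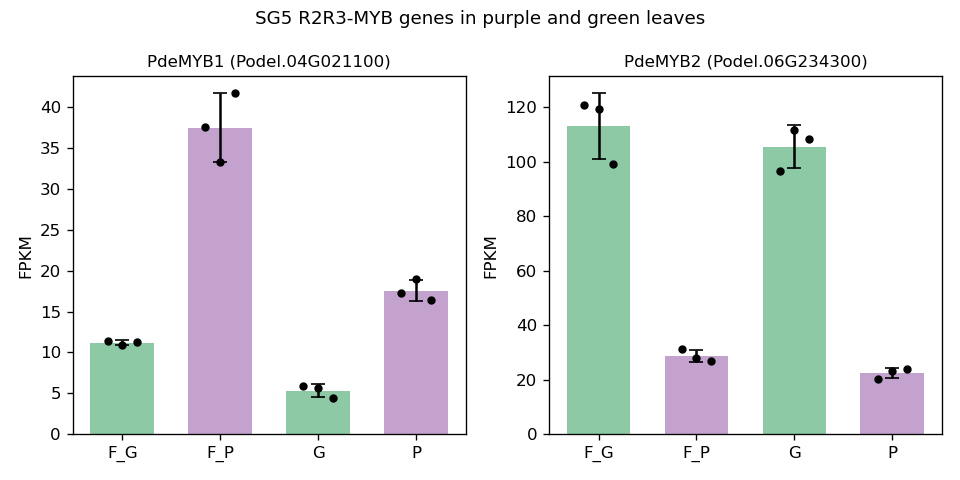
Expression of PdeMYB1 (left) and PdeMYB2 (right) in FPKM in F_G, F_P, G, and P. Bars are means of 3 libraries, error bars are SD, and points are single libraries. PdeMYB1 was higher in the purple groups F_P and P than in F_G and G, respectively, and PdeMYB2 was lower.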

Two *P. deltoides* MYBs (Podel.06G234300 and Podel.04G021100) belonging to the SG5 subgroup of R2R3-MYB TFs were identified (**Figure S1**).

**Figure 7:**
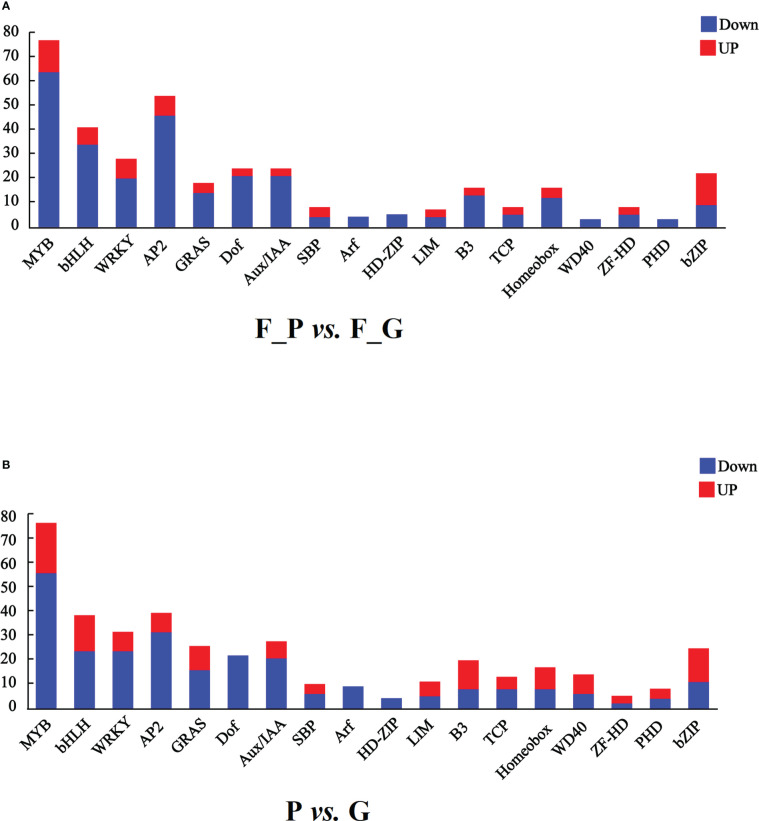
Transcription factors (TFs) differentially expressed in leaves of different poplar cultivars based on the RNA-seq data. **(A)** Number of TFs with a differential expression pattern in F_P vs F_G. **(B)** Number of TFs with differential expression pattern in P vs G. Blue and red columns indicate down- and up-regulated TFs, respectively. P, purple leaves of ‘Quanhong’ (QHP); G, green leaves of ‘L2025’; F_P and F_G, purple leaves and green leaves of ‘Zhongshanyuan’ (ZSY), respectively.

### 3.7 Validation of expression pattern of DEGs in the anthocyanin biosynthesis pathway by qRT-PCR

To verify the expression pattern of DEGs involved in anthocyanin biosynthesis, 12 structural genes encoding key enzymes (three *CHS*, one *F3H*, one *F3’H*, one *DFR*, one *CHI*, one *ANS*, and three *UFGT*) and two TFs (two SG5 R2R3-MYB TFs) were subjected to qRT-PCR analysis. The qRT-PCR results showed that the expression pattern of all the selected candidate genes was strongly correlated with the RNA-seq data (**Figure 8** and **Supplementary Table 11**).

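The qRT-PCR values are the paper's, from Supplementary Table 11, and were set beside the log2 fold changes of the RNA-seq data. In both comparisons, 11 of the 12 genes changed in the same direction in both assays. The exception was *PdeF3H2*, for which the paper's relative expression in purple leaves is 3.9347 in F_P and 2.8062 in P, whereas its RNA-seq log2 fold change was −1.99 in F_P vs. F_G (standard error 0.082, adjusted p = 1.33e-06 from limma) and −0.76 in P vs. G (standard error 0.071, adjusted p = 5.93e-05 from limma). In the RNA-seq data, 9 of the 12 genes passed the DEG threshold in F_P vs. F_G and 10 in P vs. G. Across the 12 genes, Pearson's r between the log2 values of the assays was 0.465 in F_P vs. F_G (permutation test with 100000 permutations, two-sided p = 0.161, adjusted p = 0.161) and 0.595 in P vs. G (p = 0.0732, adjusted p = 0.146, permutation test). Spearman's rho was −0.032 (p = 0.926, adjusted p = 0.926, permutation test) and 0.231 (p = 0.472, adjusted p = 0.926, permutation test). The adjustment was over the 2 comparisons, and these correlations are across genes, which are not independent replicates. They compare the sizes of changes across genes, which is another measure than the pattern of each gene that the paper describes.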

**Figure 8:**
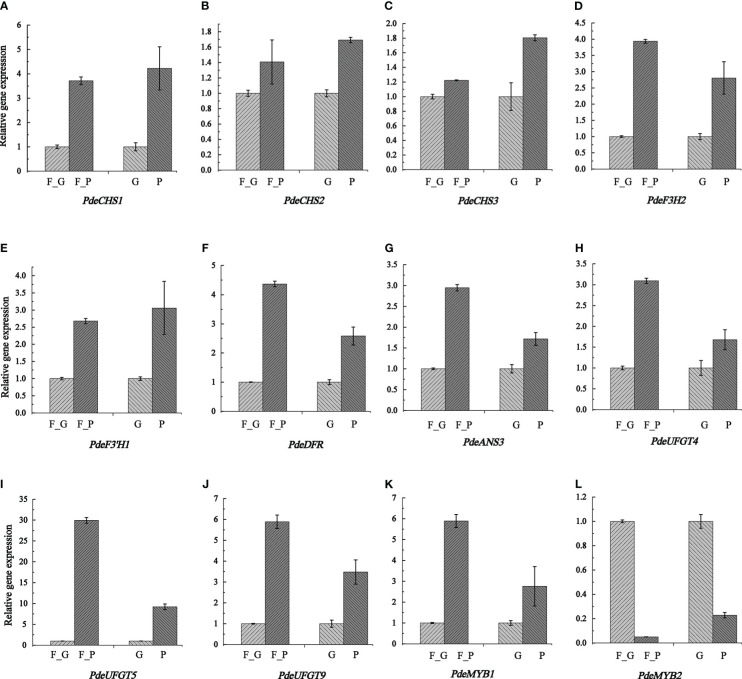
Transcription levels of anthocyanin biosynthesis genes and two anthocyanin regulation MYB TFs as determined by qRT- PCR. Relative expression levels were calculated using *Actin2* as a standard. Three biological replicates and three technical replicates were analyzed for each data point. Data are presented as the mean ± SD (*N* = 3). **(A–L)** indicate the expression levels of *PdeCHS1*, *PdeCHS2*, *PdeCHS3*, *PdeF3H2*, *PdeF3’H1*, *PdeDFR*, *PdeANS3*, *PdeUFGT4*, *PdeUFGT5*, *PdeUFGT9*, *PdeMYB1*, and *PdeMYB2.* F_P and F_G, purple leaves and green leaves of ‘Zhongshanyuan’ (ZSY), respectively; P, purple leaves of ‘Quanhong’ (QHP); G, green leaves of ‘L2025’.

### 3.8 Correlation between DEGs and anthocyanin compounds

To further explore the complex regulatory mechanism of anthocyanin biosynthesis in the leaves of colored-leaf poplar, correlation analysis of quantitative changes in anthocyanin content and related DEGs in the leaves of colored-leaf poplar was performed (**Figure 9**). Based on the detected differentially accumulated metabolites and DEGs involved in anthocyanin biosynthesis, 10 structural genes displayed a significant positive correlation (*r* > 0.8) with 28 anthocyanins (**Supplementary Table 12**). 

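The pairs of structural genes and anthocyanins in Supplementary Table 12 were examined with log2(FPKM + 1) from the deposited data and the paper's relative contents in Supplementary Table 3, matching leaves by group and replicate number. The compounds carry the names of Supplementary Table 3, with which r over the 12 samples on FPKM was within 0.01 of Supplementary Table 12 for all 133 pairs. Table 1 gives the values of 38 of the 39 compounds under another name, so which compound a pair stands for remains open. Purple and green leaves form separate clusters, so r was computed within the 6 purple samples and within the 6 green samples and not over all 12. These 6 samples still mix 3 samples from each of 2 groups, and no single group of 3 was tested alone. Of the 133 pairs, 128 could be computed in purple leaves, with a median r of 0.605, 94 positive values, and 46 values above 0.8. In green leaves, 129 pairs could be computed, with a median r of 0.0911, 67 positive values, and 20 above 0.8. The list also holds pairs in which gene and compound change in opposite directions between leaf colors, such as *PdeF3H2* and peonidin *O*-hexoside. A pooled median and a number of positive values therefore do not show whether the signs are those of the paper. In an exact permutation test of the pairings, 34 pairs in purple and 26 in green leaves had an unadjusted two-sided p below 0.05, and 0 pairs had an adjusted p below 0.05 over all pairs. With Spearman's rho, 47 pairs had an unadjusted p below 0.05 and 0 an adjusted p below 0.05. Taking the deviations from the 4 group means over the 12 samples, which removes the differences between groups, left 2 pairs with an unadjusted p below 0.05 and 0 with an adjusted one. Without the 2 samples farthest from the median of expression, 22 pairs had an unadjusted p below 0.05, where the smallest exact p that 4 samples can give is 0.0417. The highest median r in purple leaves was that of *PdeUFGT4*, with 0.936 over its 6 anthocyanins, and in green leaves its median was −0.810.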

The corresponding interaction networks are shown in **Figure 9A**. The 10 structural genes, comprising three *CHS*, one *F3H*, one *F3’H*, one *DFR*, one *ANS*, and three *UFGT*, played a pivotal role in the anthocyanin biosynthesis pathway. The 28 anthocyanins were cyanidin *O*-diacetyl-hexoside-*O*-glyceric acid, cyanin chloride, delphinidin 3-sophoroside-5-rhamnoside, myrtillin chloride, cyanidin 3-*O*-glucoside, cyanidin *O*-malonyl-malonylhexoside, cyanidin *O*-syringic acid, cyanidin chloride, pseudopurpurin, idaein chloride, malvidin *O*-hexoside, procyanidin B2, procyanidin B3, pelargonin chloride, procyanidin A2, keracyanin chloride, cyanidin *O*-rutinoside, cyanidin 3-*O*-glucosyl-malonylglucoside, malvidin 3-galactoside, ferulylpelargonidin di-*O*-hexosyl-*O*-pentoside chloride, peonidin, chloride, procyanidin A1, procyanidin A3, pelargonidin *O*-acetylhexoside, pelargonidin 3-*O*-malonylhexoside, cyanidin *O*-acetylhexoside, cyanidin 3-*O*-malonylhexoside, and peonidin *O*-hexoside (**Figure 9A**). 

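Supplementary Tables 13 and 14 list 11 MYB and 11 bHLH genes, all of which were tested in both comparisons. In F_P vs. F_G, 3 MYB genes were upregulated and 7 downregulated, and 2 bHLH genes were upregulated and 7 downregulated, that is, 19 of the 22 genes. In P vs. G, 4 MYB genes were upregulated and 7 downregulated, and 3 bHLH genes were upregulated and 8 downregulated, that is, all 22. The numbers adjusted over the list alone were also 19 and 22, and the lists are not independent evidence because the paper chose them on these libraries. Both comparisons had the same direction for 9 MYB genes (3 up, 6 down) and 9 bHLH genes (2 up, 7 down). On the log2(FPKM + 1) scale, the MYB gene with the largest decrease in F_P vs. F_G was Podel.09G121500 (log2 fold change −6.61, standard error 0.094, adjusted p = 1.65e-08 from limma), which fell by 3.23 in P vs. G. The MYB gene with the largest increase on this scale was Podel.14G127200 (log2 fold change 3.15, standard error 0.097, adjusted p = 4.08e-07), which rose by 1.81 in P vs. G. Among the bHLH genes, Podel.03G099000 fell by 3.69 on the log2 scale in F_P vs. F_G and fell by 4.52 in P vs. G, and Podel.15G110700 rose by 1.87 and 3.78, each with an adjusted p of at most 3.22e-06 from limma. The MYB gene Podel.02G040700 changed in opposite directions, with log2 fold changes of −1.01 in F_P vs. F_G (adjusted p = 4.39e-05 from limma) and 1.28 in P vs. G (adjusted p = 1.76e-05 from limma), and the former was −0.94 without F_G replicate 1 and −0.97 without F_P replicate 2. The decrease of the bHLH gene Podel.14G157400 in P vs. G, −1.03, came below the minimum without G replicate 3 (−0.90) and without P replicate 2 (−0.95), with median-of-ratios scaling (−0.99), and with library totals (−0.87).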

Correlations between the differentially expressed MYBs, bHLHs, and differentially accumulated metabolites showed that 10 MYB and 10 bHLH TFs exhibited a significant positive correlation with 36 and 30 anthocyanins, respectively (*r* > 0.8) (**Figures 9B, C**; **Supplementary Tables 13**, **14**). As crucial regulators of plant anthocyanin biosynthesis, the two R2R3-MYB TFs of the SG5 subgroup (Podel.06G234300 and Podel.04G021100), based on phylogenetic analysis and gene function annotation, were significantly positively correlated with six anthocyanins (malvidin 3-galactoside chloride, peonidin *O*-hexoside, pelargonidin *O*-acetylhexoside, pelargonidin 3*-O*-malonylhexoside, cyanidin 3-*O*-malonylhexoside, and cyanidin chloride) and 16 anthocyanins (procyanidin A1, procyanidin A2, procyanidin A3, procyanidin B2, procyanidin B3, cyanin chloride, cyanidin *O*-rutinoside, cyanidin *O*-acetylhexoside, cyanidin 3-*O*-glucoside, cyanidin *O*-malonyl-malonylhexoside, keracyanin chloride, ferulylpelargonidin di-*O*-hexosyl-*O*-pentoside, pelargonidin 3-*O*-malonylhexoside, malvidin 3-galactoside chloride, peonidin chloride, and pseudopurpurin), respectively. The strong correlation of Podel.04G021100 with procyanidin and cyanidin indicated that one MYB (Podel.04G021100) may be involved in regulating anthocyanin biosynthesis.

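Within the 6 purple and the 6 green samples, the 22 pairs of these 2 MYB genes and the anthocyanins named for them gave 42 values of r between log2(FPKM + 1) and the paper's relative contents. The names are those of Supplementary Table 3, and Table 1 gives the values of 38 of the 39 compounds under another name. For *PdeMYB1* (Podel.04G021100) and its 16 anthocyanins, r lay between −0.992 and 0.957 in green leaves (median 0.470) and between −0.983 and 0.916 in purple leaves (median −0.758, 15 pairs computed). For *PdeMYB2* (Podel.06G234300) and its 6 anthocyanins, r lay between 0.422 and 0.951 in purple leaves (median 0.876, all 6 positive) and between −0.568 and 0.530 in green leaves (median −0.361, 5 pairs computed). In exact permutation tests, whose smallest two-sided p with 6 samples is 0.00139, 16 of the 42 pairs had an unadjusted p below 0.05, 8 in each leaf color, and 0 had an adjusted p below 0.05. The pair of *PdeMYB1* and cyanidin 3-*O*-glucoside (pelargonin chloride by the values in Table 1) had an r of −0.930 in purple leaves (exact permutation p = 0.0167, adjusted p = 0.0758) and 0.957 in green leaves (exact permutation p = 0.0181, adjusted p = 0.0758). *PdeMYB1* and procyanidin A1 (cyanidin chloride by the values in Table 1) had an r of 0.917 in green leaves (exact permutation p = 0.00694, adjusted p = 0.0583). With Spearman's rho, the alternative that moved these results most, 3 pairs had an adjusted p below 0.05, 2 of *PdeMYB1* in green leaves and 1 of *PdeMYB2* in purple leaves. Without the 2 samples farthest from the median of expression, 7 pairs had an unadjusted p below 0.05, where the smallest exact p that 4 samples can give is 0.0417. With deviations from the 4 group means over 12 samples, 2 pairs had an unadjusted p below 0.05 and 0 an adjusted one. Each set of 6 samples mixes 2 groups of 3, and no single group of 3 was tested alone. From the correlation of Podel.04G021100 with procyanidins and cyanidins, the paper proposes that this MYB takes part in the regulation of anthocyanin biosynthesis. Its discussion also draws on the phylogeny, with an ortholog in *Arabidopsis*, and on a pattern shared with structural genes. Neither was examined in these correlations.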

**Figure 9:**
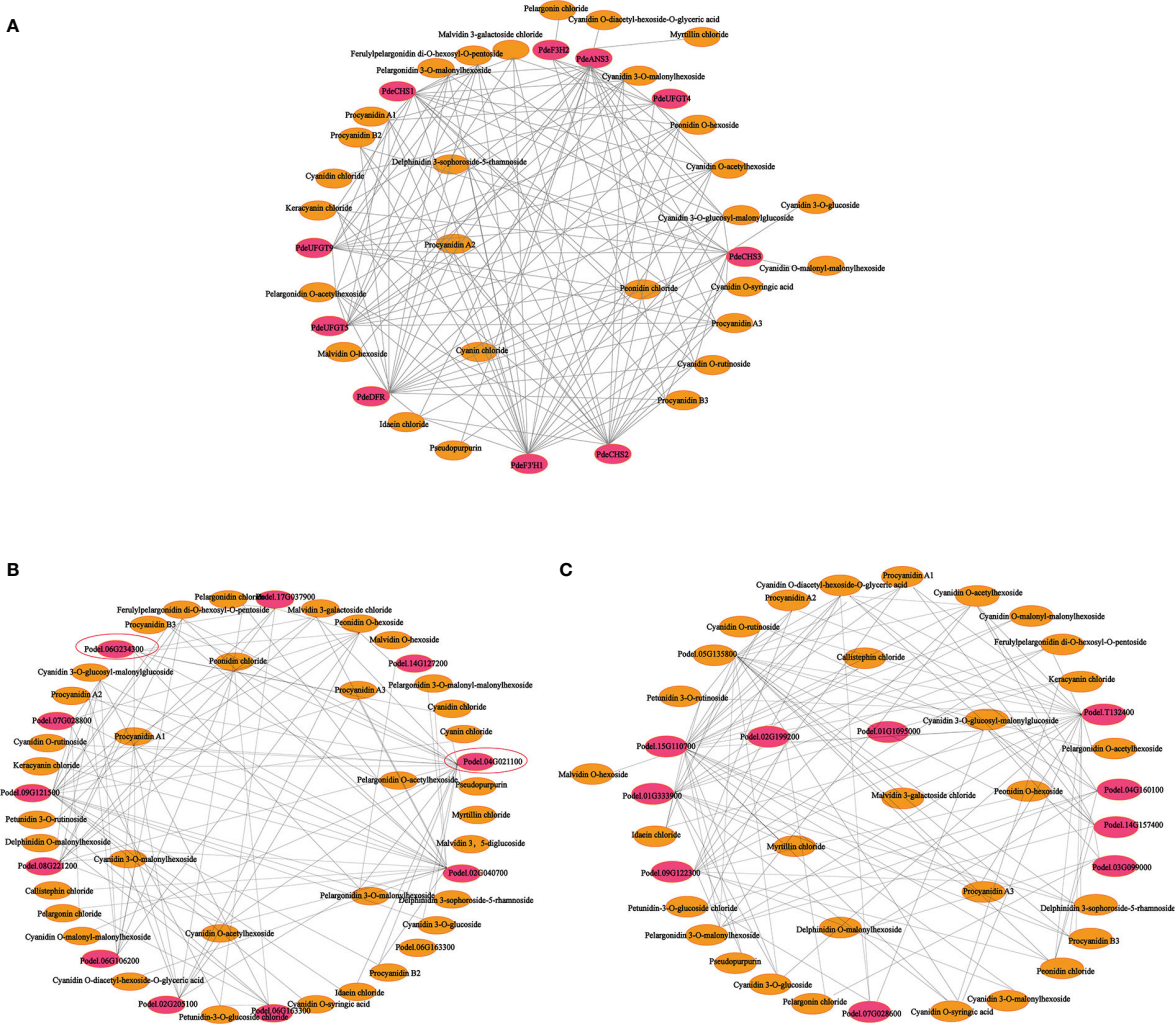
Connection network between anthocyanin biosynthesis-related differentially expressed genes (DEGs) and differentially accumulated anthocyanin metabolites in leaves of different poplar cultivars. **(A)** Connection network between anthocyanin biosynthesis structural genes and anthocyanin metabolites. **(B)** Connection network between MYB transcription factor genes and anthocyanin metabolites. **(C)** Connection network between bHLH transcription factor genes and anthocyanin metabolites. The red ellipsoid represents DEGs; the yellow ellipsoid represents differentially accumulated anthocyanins; the red ellipsoid with the black triangle represents the MYB transcription factor Podel.04G021100.

## Discussion

The different colors of plant organs depend on the relative content and distribution of the three types of pigments (chlorophyll, carotenoids, and anthocyanins) (Baek et al., 2012; Sousa, 2022). A previous study reported that a high ratio of anthocyanins relative to the other two pigments (chlorophyll and carotenoids) was detected in a colored-leaf cultivar of *P. deltoides* (‘Caihong’, CHP) (Zhuang et al., 2019). Tian et al. (2021b) proposed a pigmentation mechanism in JHY by which carotenoids and anthocyanins overlay each other and are combined with a reduction in chlorophyll content, thus causing the golden color of the leaves (Tian et al., 2021a). However, the anthocyanin components and the molecular mechanisms of anthocyanin biosynthesis in colored-leaf cultivars of *P. deltoides* QHP and ZSY remained unclear (**Figures 1A, B**). The present results showed that the contents of chlorophyll and carotenoid in P and F_P were significantly lower than those in G and F_G (**Figures 1C, D** and **Supplementary Table 2**). The anthocyanin content in purple leaves of QHP and ZSY (P and F_P) was significantly higher than that in green leaves of L2025 and ZSY (G and F_G) (**Figure 1E** and **Supplementary Table 2**). These results suggested that anthocyanins were the main contributor to the purple leaf phenotype, which was consistent with previous findings (Zhang et al., 2016). In the present study, integrated metabolite and transcriptome profiling revealed the anthocyanin composition and identified DEGs involved in anthocyanin biosynthesis in purple leaves of QHP and ZSY.

Thirty-nine anthocyanin compounds were identified in the leaves of QHP and ZSY based on metabolite profile analysis (**Table 1** and **Figure 2**). Over 61.5% of these compounds were cyanidins, pelargonidins, and delphindins, which was consistent with previous findings by Ni et al. (2021). Moreover, the contents of most differential anthocyanin metabolites were upregulated in both F_P vs. F_G and P vs G (**Figures 2B, C**), suggesting that the accumulation of anthocyanins systematically provided a strong basis for the development of purple leaves in colored-leaf cultivars of *P. deltoides*, which was consistent with a previous study (Tian et al., 2021b). Tian et al. (2021b) detected 13 anthocyanin metabolites in ‘golden leaf mutant poplar variety’ (JHY) and QHP, and phenylpropanoid biosynthesis-related genes and three MYB TFs involved in anthocyanin biosynthesis were also identified. The structural genes and TFs involved in anthocyanin biosynthesis have been identified in genetic analyses of model plants, such as apple, grape, and peach (Cheng et al., 2014; Xu et al., 2017; Zhang et al., 2017; Honda and Moriya, 2018). To date, the molecular mechanism of anthocyanin accumulation in colored-leaf poplar cultivars (QHP and ZSY) has not been studied in detail. In the present study, 15 and 16 DEGs encoding key enzymes for anthocyanin biosynthesis were upregulated in F_P *vs*. F_G and P vs. G, respectively (**Figure 6** and **Supplementary Table 9**), which was consistent with the results of a previous study (Chen et al., 2021). In a previous study, 15 and 11 DEGs involved in anthocyanin biosynthesis were screened in QHP and ‘Xuanhong’, respectively, and three TFs (HY5, HYH, and TTG2) may be directly associated with anthocyanin biosynthesis in both red-leaved poplars based on the results of a combined transcriptome and proteome analysis (Chen et al., 2021). The enzyme UFGT is essential for maintaining proper production quantity, acylation, and glucosylation of anthocyanin (Muhammad et al., 2022). In the present study, three *UFGT* genes were significantly upregulated in both F_P vs. F_G and P vs. G, which was consistent with the results of the metabolite profile analysis and the expression pattern of most DEGs (**Figure 6** and **Supplementary Table 9**), indicating that these *UFGT* genes might be involved in catalyzing the formation of glycosylated anthocyanins.

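*PdeUFGT4* (Podel.02G260900) lies on chromosome 2 from 24383816 to 24386084 in the deposited annotation. Its expression rose from 26.6 ± 2.32 FPKM (SD, n = 3) in F_G to 65.6 ± 2.40 FPKM (SD, n = 3) in F_P, a log2 fold change of 1.28 (standard error 0.074, adjusted p = 5.92e-06 from limma), and from 9.70 ± 2.28 FPKM in G to 29.1 ± 2.00 FPKM in P, a log2 fold change of 1.51 (standard error 0.16, adjusted p = 1.10e-04 from limma). *PdeUFGT5* (Podel.07G150600) lies on chromosome 7 from 15633479 to 15635874. It rose from 75.6 ± 5.97 to 187 ± 5.09 FPKM in F_P vs. F_G (log2 fold change 1.30, standard error 0.065, adjusted p = 3.13e-06) and from 44.5 ± 5.84 to 131 ± 6.94 FPKM in P vs. G (log2 fold change 1.54, standard error 0.10, adjusted p = 9.36e-06). The start of *PdeUFGT9* (Podel.07G150700, 15636991) lies next to *PdeUFGT5* on the same chromosome. *PdeUFGT3* (Podel.06G057500) lies on chromosome 6 from 4269830 to 4271503 and rose from 1.28 ± 0.701 FPKM in F_G to 10.9 ± 1.40 FPKM in F_P (log2 fold change 2.43, standard error 0.24, adjusted p = 9.91e-05). In P vs. G its expression was 0.0829 ± 0.0848 FPKM (SD, n = 3) in G and 0.500 ± 0.227 FPKM (SD, n = 3) in P, below the minimum of 1 FPKM, so it was left out there. With no filter on low values its log2 fold change in P vs. G was 0.46 (standard error 0.13, adjusted p = 0.0214 from limma), and in limma's voom fit to recovered fragments, which was added after the data were seen, it was 2.78 (standard error 0.86, adjusted p = 0.0136 from limma), past the threshold. Its 3 P libraries were all above its 3 G libraries, which in an exact permutation test of 3 against 3 cannot give a two-sided p below 0.10.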

Anthocyanin biosynthesis is regulated by several TFs belonging to different families, such as MYB, bHLH, WD40, AP2/ERF, bZIP, WRKY, and Dof (Rameneni et al., 2020; Yuan et al., 2020). In the current study, 5 MYB, 3 bHLH, 17 AP2/ERP, and 1 WD4 TFs showed the same expression pattern as most structural genes involved in anthocyanin biosynthesis, which were upregulated in both F_P vs. F_G and P vs G (**Figure 7** and **Supplementary Table 10**). This result demonstrated that these TFs play positive regulatory roles in anthocyanin biosynthesis. In contrast, 33 MYB, 21 bHLH, 17 AP2/ERP, 6 bZIP, and 7 WRKY exhibited the opposite expression patterns to most structural genes involved in anthocyanin biosynthesis, which were downregulated in both F_P vs F_G and P vs G (**Figure 7** and **Supplementary Table 10**). This result demonstrated that these TFs play negative regulatory roles in anthocyanin biosynthesis. Phylogenetic analysis showed that two MYB TFs, Podel.06G234300 and Podel.04G021100, belonged to the SG5 subgroup of R2R3-MYB TFs (**Figure S1**). Members of the SG5 subgroup in *Arabidopsis* are involved in regulating anthocyanin and proanthocyanidin biosynthesis (Schwinn et al., 2016).

A correlation of RNA-seq analysis and metabolite profiling confirmed that the expression patterns of certain structural genes and TFs were significantly correlated with the production of some anthocyanins (**Figure 9** and **Supplementary Tables 12**–**14**), suggesting that these genes were the primary contributors to anthocyanin accumulation in purple leaves of QHP and ZSY. In particular, one R2R3-MYB TF (Podel.04G021100) belonging to the SG5 subgroup was significantly positively correlated with 16 anthocyanins. Moreover, Podel.04G021100 showed a similar correlation pattern with three *CHS*, one *F3H*, one *F3’H*, one *DFR*, one *ANS*, and three *UFGT* genes, which were significantly upregulated in purple leaves of QHP and ZSY (P and F_P). Based on the phylogenetic analysis, the ortholog of Podel.04G021100 was *Arabidopsis* AtMYB123 (TT2) (**Figure S1**). *Arabidopsis* AtMYB123 (TT2) primarily regulates the expression of DFR and ANR to catalyze the formation of anthocyanins and proanthocyanidins (Li et al., 2019; Zhao et al., 2019). Overall, Podel.04G021100 was a key regulator of anthocyanin and proanthocyanidin biosynthesis in purple leaves of QHP and ZSY.

## Conclusion

In this study, the constituents and kinetic pattern of anthocyanin accumulation and differentially expressed anthocyanins were detected in the leaves of QHP, ZSY, and L2025 plants. Some differentially expressed structural genes and TFs associated with anthocyanin biosynthesis were identified and verified by qRT-PCR (TDKodama et al., 2018; Xi et al., 2019; Li et al., 2021; Li et al., 2022). Genes regulating the differential accumulation of anthocyanins were identified, and the critical regulatory genes involved in anthocyanin biosynthesis in purple leaves of QHP and ZSY were identified based on a correlation analysis between the RNA-seq data and metabolite profiling, and phylogenetic analysis. These results enhance our understanding of the anthocyanin composition and corresponding molecular mechanisms of anthocyanin biosynthesis in purple leaves of QHP and ZSY.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Ethics statement

All plants materials used in this study do not include any wild species at risk of extinction. No specific permits are required for sample collection in this study. We comply with relevant institutional, national, and international guidelines and legislation for plant study.

## Author contributions

WZ and XW designed the experiment. YA, XP, YP, YL, ZW, BY, and ZZ conducted the experiment and analyzed the data. XW wrote the manuscript. WZ and YA revised the manuscript. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Transcriptome and metabolome analyses reveal molecular mechanisms of anthocyanin-related leaf color variation in poplar (Populus deltoides) cultivars
**Source:** Front Plant Sci. 2023 Feb 24;14:1103468. doi: 10.3389/fpls.2023.1103468
**Supplement:** Supplementary file 2

**Supplementary Table S1 |** Primers used in this study

| Gene name | Accession | Forward primer (5’to 3’) | Reverse primer (5’ to 3’) |
| --- | --- | --- | --- |
| PdeCHS1 | Podel.14G152900 | CGTCGATTGAGGAGATCAGAAA | TCCGGAAGTAGTAGTCAGGATAG |
| PdeCHS2 | Podel.14G153100 | CCCTGACTACTACTTTCGCATC | TCCTCAGTCAAGTGCATGTATC |
| PdeCHS3 | Podel.01G055900 | TGCTGTGATCATGGCTATCG | CGCACATTCGCTTGAACTTT |
| PdeF3H2 | Podel.05G127100 | ACCTTCTTCTCGTACCCAATTC | TCTCAATGTCCTTGCTCATCTT |
| PdeF3'H1 | Podel.13G079600 | GTGACCCAAAGGCAGATGAA | CCCAGCACCGAATGGTATAAG |
| PdeDFR | Podel.01G063100 | TTGGGTCCACCTTCACTTTC | ATCGCCATCTTGCCACTATC |
| PdeANS3 | Podel.15G029700 | CTCCACCAGACCCTCTTAAATC | ACCACCCACAAGAACCTAAC |
| PdeUFGT4 | Podel.02G260900 | CGCACAAGGCCACATAAATC | GAATGACAAACCGTCAGGAAAC |
| PdeUFGT5 | Podel.07G150600 | CCAAGCTGGTAGAGGATGTTT | TTTCATCTCTTCGCCCTTCTC |
| PdeUFGT9 | Podel.07G150700 | CCTGTGTTGATCGAGGGATTAC | CCCTTCTGGGATCTTTCCTTTC |
| MYB-1 | Podel.04G021100 | ATGGCTGACACTGAACATTCT | CGTAGAGCATCTAGTGTTCCAAT |
| MYB-2 | Podel.06G234300 | CGGAGAAGGCAAATGGAGAA | CGTCTATGGCTGTTGAGATGAG |

# Supplementary material for: Transcriptome and metabolome analyses reveal molecular mechanisms of anthocyanin-related leaf color variation in poplar (Populus deltoides) cultivars
**Source:** Front Plant Sci. 2023 Feb 24;14:1103468. doi: 10.3389/fpls.2023.1103468
**Supplement:** Supplementary file 3

**Supplementary Table 2 |** The contents of pigments in leaves of colored-leaf poplar.

| Sample | Chlorophyll a（mg/g FW） | Chlorophyll b（mg/g FW） | Total Chlorophyll （mg/g FW） | Carotenoids （mg/g FW） | Anthocyanin （mg/g FW） |
| --- | --- | --- | --- | --- | --- |
| F_G | 1.14±0.00 | 0.37±0.01 | 1.51±0.01** | 0.27±0.01 | 22.41±0.05 |
| F_P | 0.40±0.00** | 0.24±0.01** | 0.64±0.00** | 0.18±0.01** | 332.34±0.01** |
| G | 1.02±0.01 | 0.40±0.01 | 1.42±0.01** | 0.24±0.01 | 24.63±0.05 |
| P | 0.60±0.00** | 0.29±0.01** | 0.89±0.00** | 0.14±0.01** | 386.51±0.01** |

# Supplementary material for: Transcriptome and metabolome analyses reveal molecular mechanisms of anthocyanin-related leaf color variation in poplar (Populus deltoides) cultivars
**Source:** Front Plant Sci. 2023 Feb 24;14:1103468. doi: 10.3389/fpls.2023.1103468
**Supplement:** Supplementary file 4

**Supplementary Table 3 |** The differential accumulation of anthocyanins metabolites in F_P *vs.* F_G and P *vs.* G.

| Metabolite types | F_G1 | F_G2 | F_G3 | F_P1 | F_P2 | F_P3 | G1 | G2 | G3 | P1 | P2 | P3 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Myrtillin chloride | 0.005 | 0.0093 | 0.0107 | 0.2145 | 0.2053 | 0.1784 | 0.0308 | 0.0404 | 0.0286 | 0.9173 | 0.8606 | 0.9371 |
| Keracyanin chloride | 0.0079 | 0.0394 | 0.0252 | 0.6592 | 0.6328 | 0.6721 | 0.1592 | 0.1487 | 0.1735 | 0.9368 | 0.9651 | 0.9225 |
| Pelargonin chloride | 0.0378 | 0.0198 | 0.0321 | 0.1071 | 0.0452 | 0.0085 | 0.6813 | 0.9302 | 0.8582 | 0.4087 | 0.3564 | 0.2842 |
| Delphinidin O-malonylhexoside | 0 | 0 | 0 | 0.0645 | 0.0904 | 0.0864 | 0.8056 | 0.8828 | 0.6027 | 0.0091 | 0.0158 | 0.0245 |
| Pelargonidin 3-O-malonylhexoside | 0.0169 | 0.0193 | 0.0151 | 0.9368 | 0.8649 | 0.8656 | 0.0057 | 0.0003 | 0.0031 | 0.8429 | 0.8886 | 0.932 |
| Cyanidin 3-O-malonylhexoside | 0.0814 | 0.0715 | 0.0572 | 0.9375 | 0.9513 | 0.8645 | 0.0107 | 0.0087 | 0.0054 | 0.5875 | 0.6365 | 0.7522 |
| Malvidin 3,5-diglucoside | 0.3094 | 0.453 | 0.3414 | 0.5837 | 0.8179 | 0.8108 | 0.7842 | 0.7945 | 0.8019 | 0.1201 | 0.177 | 0.064 |
| Cyanidin 3-O-glucosyl-malonylglucoside | 0.5358 | 0.5447 | 0.5171 | 0.1769 | 0.1199 | 0.1181 | 0.918 | 0.9107 | 0.9819 | 0.1136 | 0.0931 | 0.0183 |
| Peonidin O-hexoside | 0.0012 | 0.0046 | 0.0023 | 0.9883 | 0.8592 | 0.8195 | 0.0794 | 0.0784 | 0.0794 | 0.5011 | 0.5186 | 0.5349 |
| Pelargonidin 3-O-malonyl-malonylhexoside | 0.9714 | 0.8337 | 0.6772 | 0.6837 | 0.7942 | 0.7512 | 0.2152 | 0.1043 | 0.0432 | 0.0287 | 0.0389 | 0.1013 |
| Malvidin O-hexoside | 0.5686 | 0.4609 | 0.7483 | 0.356 | 0.2283 | 0.2813 | 0.5324 | 0.5112 | 0.4609 | 0.0409 | 0.1321 | 0.4155 |
| Procyanidin A2 | 0.0367 | 0.0232 | 0.0169 | 0.3596 | 0.4977 | 0.9092 | 0.0271 | 0.0114 | 0.0068 | 0.6028 | 0.7255 | 0.7414 |
| Cyanidin O-malonyl-malonylhexoside | 0.0984 | 0.1296 | 0.1157 | 0.1631 | 0.1426 | 0.0952 | 0.0209 | 0.0353 | 0.0179 | 0.9339 | 0.9921 | 0.96 |
| Peonidin chloride | 0.126 | 0.0698 | 0.0919 | 0.9418 | 0.733 | 0.6377 | 0.0149 | 0.0063 | 0.0194 | 0.6133 | 0.5742 | 0.5568 |
| Malvidin chloride | 0.0505 | 0.0534 | 0.1645 | 0.4185 | 0.4306 | 0.2254 | 0.5149 | 0.4209 | 0.3523 | 0.924 | 0.6862 | 0.4342 |
| Cyanidin chloride | 0 | 0 | 0 | 0.0617 | 0.4085 | 0.7373 | 0 | 0 | 0 | 0 | 0 | 0 |
| Idaein chloride | 0 | 0 | 0 | 0.2035 | 0.2715 | 0.1412 | 0 | 0 | 0 | 0.6219 | 0.6538 | 0.9367 |
| Pseudopurpurin | 0.0171 | 0.0311 | 0.0041 | 0.389 | 0.333 | 0.2812 | 0.0652 | 0.042 | 0.0901 | 0.882 | 0.9103 | 0.9552 |
| Ferulylpelargonidin di-O-hexosyl-O-pentoside | 0.589 | 0.5935 | 0.5484 | 0 | 0 | 0 | 0.6735 | 0.2387 | 0.1563 | 0 | 0 | 0 |
| Procyanidin A1 | 0.0225 | 0.0247 | 0.0186 | 0.4389 | 0.5685 | 0.9075 | 0.0152 | 0.0071 | 0.0026 | 0.4638 | 0.4836 | 0.5874 |
| Petunidin 3-O-rutinoside | 0.0055 | 0.009 | 0.0147 | 0.2732 | 0.2429 | 0.2837 | 0.9278 | 0.8737 | 0.9096 | 0.3873 | 0.364 | 0.3496 |
| Cyanidin O-rutinoside | 0.0135 | 0.0146 | 0.0207 | 0.4148 | 0.52 | 0.6912 | 0.0801 | 0.1006 | 0.1154 | 0.8484 | 0.8441 | 0.9263 |
| Cyanidin O-syringic acid | 0 | 0 | 0 | 0.2015 | 0.2586 | 0.1427 | 0 | 0 | 0 | 0.6073 | 0.7105 | 0.9547 |
| Cyanidin O-acetylhexoside | 0.0254 | 0.0109 | 0.0213 | 0.941 | 0.9431 | 0.8142 | 0.03 | 0.0315 | 0.031 | 0.5651 | 0.6033 | 0.6338 |
| Cyanidin O-diacetyl-hexoside-O-glyceric acid | 0.0578 | 0.0493 | 0.0594 | 0.2577 | 0.2158 | 0.1575 | 0.0136 | 0.0267 | 0.0028 | 0.7771 | 0.8592 | 0.9324 |
| Delphinidin chloride | 0.1292 | 0.1471 | 0.0923 | 0.0325 | 0.3385 | 0.334 | 0.4833 | 0.4832 | 0.8057 | 0.4165 | 0.3764 | 0.2351 |
| Procyanidin A3 | 0.0405 | 0.0222 | 0.0223 | 0.3984 | 0.5209 | 0.8897 | 0.0195 | 0.0063 | 0.0044 | 0.3821 | 0.4615 | 0.6621 |
| Procyanidin B2 | 0.0537 | 0.0093 | 0.0063 | 0.4058 | 0.3483 | 0.6081 | 0.0382 | 0.0023 | 0.0042 | 0.6461 | 0.9131 | 0.9148 |
| Procyanidin B3 | 0.0306 | 0.0106 | 0.0035 | 0.36 | 0.4232 | 0.4146 | 0.0257 | 0.001 | 0.0027 | 0.501 | 0.615 | 0.8263 |
| Delphinidin 3-sophoroside-5-rhamnoside | 0.0088 | 0.0086 | 0.0059 | 0.4945 | 0.4388 | 0.378 | 0.0019 | 0.0006 | 0.0012 | 0.822 | 0.8809 | 0.9586 |
| Cyanidin 3-O-glucoside | 0.0095 | 0.0064 | 0.0067 | 0.3731 | 0.4316 | 0.3499 | 0.0025 | 0.0011 | 0.0003 | 0.6615 | 0.726 | 0.9651 |
| Petunidin-3-O-glucoside chloride | 0.0077 | 0.0329 | 0.0761 | 0.1589 | 0.0952 | 0.1075 | 0.9596 | 0.5779 | 0.6104 | 0.1245 | 0.1448 | 0.2636 |
| Pelargonidin chloride | 0.7679 | 0.9836 | 0.8073 | 0 | 0 | 0 | 0.5083 | 0.2899 | 0.1299 | 0.2308 | 0.2744 | 0.2819 |
| Cyanin chloride | 0.064 | 0.0598 | 0.0343 | 0.4371 | 0.4031 | 0.3752 | 0.098 | 0.1251 | 0.0709 | 0.6793 | 0.8043 | 0.88 |
| Callistephin chloride | 0.1139 | 0.1064 | 0.0421 | 0.0539 | 0.2596 | 0.7445 | 0.6759 | 0.7237 | 0.7193 | 0.4483 | 0.3534 | 0.354 |
| Pelargonidin O-acetylhexoside | 0.0093 | 0.0137 | 0.0166 | 0.8141 | 0.7916 | 0.9832 | 0.2798 | 0.1665 | 0.1762 | 0.4452 | 0.4442 | 0.5239 |
| 3,3,4,5,5,7,8-Heptahydroxyflavone | 0.7951 | 0.722 | 0.4906 | 0.3528 | 0.29 | 0.6453 | 0.3935 | 0.3256 | 0.226 | 0.3659 | 0.052 | 0.4317 |
| Gentisin | 0.4505 | 0.3532 | 0.5761 | 0.6624 | 0.5056 | 0.5669 | 0.1878 | 0.5131 | 0.5653 | 0.6094 | 0.2036 | 0.2655 |
| Malvidin 3-galactoside chloride | 0.0185 | 0.0414 | 0.0454 | 0.9521 | 0.8282 | 0.7363 | 0.2265 | 0.2949 | 0.2059 | 0.4303 | 0.464 | 0.4399 |

Note: P, represents the leaves of QHP; G, represents the leaves of L2025; F_P represents the purple leaves of ZSY; F_G represents the green leaves of ZSY.

# Supplementary material for: Transcriptome and metabolome analyses reveal molecular mechanisms of anthocyanin-related leaf color variation in poplar (Populus deltoides) cultivars
**Source:** Front Plant Sci. 2023 Feb 24;14:1103468. doi: 10.3389/fpls.2023.1103468
**Supplement:** Supplementary file 7

**Supplementary Table 6 |** Summary statistics of RNA-seq results in the leaves of colored-leaf poplar.

| Sample | Raw_reads | Clean_reads | Total_map | Unique_map | Multi_map | Clean_bases | expressed gene | Standard_deviation | Q20 | Q30 | GC_pct |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| F_G1 | 44723028 | 42122310 | 34725853(82.44%) | 31842948(75.6%) | 2882905(6.84%) | 6.32G | 32819 | 64.304328 | 97.44 | 93.37 | 44.49 |
| F_G2 | 46000070 | 41748254 | 37571502(90.0%) | 34716661(83.16%) | 2854841(6.84%) | 6.26G | 32704 | 63.246129 | 97.59 | 93.57 | 43.21 |
| F_G3 | 46112070 | 44189218 | 35452523(80.23%) | 32399426(73.32%) | 3053097(6.91%) | 6.63G | 34047 | 65.660723 | 97.43 | 93.51 | 45.08 |
| F_P1 | 44468864 | 43083206 | 38057811(88.34%) | 35280916(81.89%) | 2776895(6.45%) | 6.46G | 32331 | 67.499664 | 97.55 | 93.65 | 44.07 |
| F_P2 | 44862662 | 43267760 | 38156607(88.19%) | 35340434(81.68%) | 2816173(6.51%) | 6.49G | 32321 | 67.411747 | 97.43 | 93.42 | 44.03 |
| F_P3 | 46038432 | 44584822 | 39470763(88.53%) | 36557099(81.99%) | 2913664(6.54%) | 6.69G | 32337 | 67.379418 | 97.45 | 93.42 | 44.01 |
| G1 | 45061512 | 43794964 | 37737038(86.17%) | 35049537(80.03%) | 2687501(6.14%) | 6.57G | 34290 | 67.661881 | 97.23 | 92.38 | 44.47 |
| G2 | 42021546 | 40623170 | 35132698(86.48%) | 32610488(80.28%) | 2522210(6.21%) | 6.09G | 34098 | 67.977085 | 97.73 | 93.48 | 44.56 |
| G3 | 43608288 | 41598682 | 36172558(86.96%) | 33682168(80.97%) | 2490390(5.99%) | 6.24G | 33214 | 66.283656 | 97.79 | 93.7 | 43.32 |
| P1 | 44506378 | 41718522 | 38477228(92.23%) | 35680435(85.53%) | 2796793(6.7%) | 6.26G | 33014 | 66.229468 | 97.87 | 93.82 | 42.69 |
| P2 | 44845928 | 42429434 | 39335302(92.71%) | 36493249(86.01%) | 2842053(6.7%) | 6.36G | 33300 | 66.402159 | 97.82 | 93.72 | 43.31 |
| P3 | 43539058 | 41235222 | 38094766(92.38%) | 35354014(85.74%) | 2740752(6.65%) | 6.19G | 32998 | 67.236575 | 97.77 | 93.57 | 43.31 |

# Supplementary material for: Transcriptome and metabolome analyses reveal molecular mechanisms of anthocyanin-related leaf color variation in poplar (Populus deltoides) cultivars
**Source:** Front Plant Sci. 2023 Feb 24;14:1103468. doi: 10.3389/fpls.2023.1103468
**Supplement:** Supplementary file 10

**Supplementary Table 9** The expression level of differential structure genes associated with anthocyanin biosynthesis in leaves of colored-leaf poplar.

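This table gives, for 37 genes annotated to enzymes of anthocyanin biosynthesis, the FPKM in each of the 3 libraries of F_G, F_P, G, and P. FPKM divides the fragments assigned to a gene by its transcript length and by a library size, which here was 0.942 to 1.09 times the fragments counted on annotated genes. All 444 values of the table lay within 0.006 of the deposited FPKM, which the table gives rounded.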

| Gene_id | ID | F_G1 | F_G2 | F_G3 | F_P1 | F_P2 | F_P3 | G1 | G2 | G3 | P1 | P2 | P3 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Podel.04G076900 | PdeANS1 | 5.88 | 3.41 | 6.38 | 7.52 | 8.84 | 7.80 | 11.83 | 12.14 | 9.38 | 3.23 | 2.76 | 2.34 |
| Podel.04G077100 | PdeANS2 | 1.00 | 1.05 | 1.18 | 2.10 | 2.31 | 1.30 | 3.20 | 2.63 | 3.54 | 1.16 | 0.93 | 0.77 |
| Podel.15G029700 | PdeANS3 | 5.96 | 10.30 | 9.03 | 46.04 | 44.95 | 48.10 | 9.63 | 7.54 | 9.08 | 61.84 | 53.56 | 59.46 |
| Podel.13G181200 | PdeANS4 | 1.70 | 0.99 | 2.40 | 3.99 | 3.47 | 4.31 | 7.72 | 7.82 | 7.11 | 4.92 | 6.31 | 6.01 |
| Podel.06G180700 | PdeANS5 | 10.63 | 10.56 | 11.61 | 3.76 | 3.45 | 3.36 | 13.44 | 14.83 | 11.49 | 6.04 | 7.24 | 5.33 |
| Podel.09G138600 | PdeANS6 | 6.60 | 3.19 | 3.04 | 0.19 | 0.03 | 0.00 | 5.69 | 7.28 | 9.60 | 0.64 | 0.63 | 0.74 |
| Podel.14G152900 | PdeCHS1 | 29.47 | 22.67 | 24.57 | 67.76 | 111.98 | 80.15 | 17.32 | 21.19 | 15.05 | 51.41 | 78.41 | 73.59 |
| Podel.14G153100 | PdeCHS2 | 167.48 | 183.12 | 180.96 | 1063.50 | 1058.76 | 1036.44 | 141.69 | 138.63 | 126.96 | 705.23 | 810.09 | 829.43 |
| Podel.01G055900 | PdeCHS3 | 28.99 | 26.89 | 27.56 | 51.03 | 51.89 | 44.48 | 35.15 | 28.60 | 25.43 | 70.80 | 62.23 | 73.86 |
| Podel.01G055700 | PdeCHS4 | 20.52 | 22.51 | 19.66 | 19.46 | 21.77 | 20.74 | 18.32 | 14.31 | 14.98 | 37.98 | 44.08 | 41.37 |
| Podel.03G190000 | PdeCHS5 | 0.64 | 0.46 | 0.23 | 0.04 | 0.00 | 0.00 | 3.19 | 3.26 | 3.15 | 0.12 | 0.50 | 0.08 |
| Podel.14G155700 | PdeCHS6 | 8.34 | 6.03 | 8.50 | 25.27 | 27.89 | 24.14 | 11.83 | 9.72 | 7.28 | 20.87 | 20.19 | 22.19 |
| Podel.01G063100 | PdeDFR | 16.57 | 18.02 | 13.83 | 29.91 | 30.75 | 32.72 | 13.00 | 12.53 | 15.89 | 29.22 | 24.63 | 26.83 |
| Podel.09G071100 | PdeF3'5'H1 | 1.93 | 3.47 | 2.07 | 0.03 | 0.00 | 0.03 | 8.36 | 5.90 | 8.02 | 0.19 | 0.24 | 0.32 |
| Podel.05G127000 | PdeF3'5'H2 | 5.92 | 5.31 | 5.64 | 1.35 | 0.55 | 1.26 | 2.16 | 1.10 | 0.55 | 2.63 | 5.16 | 3.16 |
| Podel.05G126800 | PdeF3H1 | 2.39 | 1.48 | 2.04 | 0.33 | 0.87 | 0.60 | 11.75 | 11.37 | 13.02 | 1.52 | 1.52 | 1.15 |
| Podel.13G079600 | PdeF3'H1 | 132.95 | 129.80 | 144.92 | 549.78 | 526.25 | 517.89 | 163.92 | 156.92 | 120.47 | 382.19 | 443.58 | 439.82 |
| Podel.05G127100 | PdeF3H2 | 121.58 | 118.20 | 119.30 | 29.40 | 33.10 | 26.28 | 76.54 | 73.55 | 71.80 | 40.59 | 46.91 | 42.84 |
| Podel.01G178900 | PdeF3'H2 | 25.77 | 24.44 | 21.85 | 5.18 | 5.85 | 4.31 | 21.52 | 21.46 | 21.92 | 7.85 | 8.69 | 8.41 |
| Podel.11G147200 | PdeF3H3 | 1.93 | 3.72 | 1.93 | 0.82 | 1.38 | 1.43 | 1.85 | 0.76 | 1.05 | 0.47 | 0.32 | 0.28 |
| Podel.06G110000 | PdeF3'H3 | 0.25 | 0.49 | 0.82 | 0.16 | 0.58 | 0.75 | 0.04 | 0.00 | 0.00 | 0.29 | 0.17 | 0.43 |
| Podel.01G469000 | PdeF3H4 | 1.09 | 1.42 | 1.75 | 0.05 | 0.10 | 0.40 | 3.23 | 3.69 | 5.71 | 0.53 | 0.56 | 0.10 |
| Podel.01G231000 | PdeFLS1 | 0.82 | 0.00 | 0.76 | 0.00 | 0.00 | 0.00 | 0.39 | 0.53 | 0.06 | 0.00 | 0.00 | 0.00 |
| Podel.04G144800 | PdeFLS2 | 18.31 | 17.31 | 16.94 | 62.01 | 65.39 | 62.90 | 109.44 | 108.03 | 96.17 | 114.28 | 117.10 | 115.98 |
| Podel.07G150400 | PdeFLS3 | 0.62 | 0.37 | 0.53 | 2.57 | 3.24 | 2.63 | 0.13 | 0.00 | 0.00 | 1.93 | 1.65 | 1.36 |
| Podel.07G151300 | PdeFLS4 | 30.69 | 34.99 | 31.77 | 68.15 | 66.79 | 67.78 | 5.63 | 6.46 | 6.57 | 17.83 | 14.28 | 16.48 |
| Podel.14G154000 | PdeUFGT1 | 3.16 | 3.44 | 4.76 | 4.23 | 4.51 | 5.34 | 7.71 | 6.54 | 5.60 | 2.80 | 2.07 | 2.91 |
| Podel.09G098100 | PdeUFGT10 | 29.79 | 34.91 | 31.08 | 7.07 | 7.54 | 7.74 | 39.65 | 39.78 | 33.43 | 15.10 | 16.56 | 17.43 |
| Podel.07G152400 | PdeUFGT11 | 4.03 | 2.61 | 8.75 | 9.12 | 11.10 | 14.78 | 0.67 | 1.81 | 0.16 | 0.57 | 1.76 | 1.38 |
| Podel.16G056400 | PdeUFGT2 | 0.00 | 0.00 | 0.04 | 0.31 | 0.00 | 0.04 | 2.63 | 3.94 | 3.87 | 0.07 | 0.17 | 0.21 |
| Podel.06G057500 | PdeUFGT3 | 0.51 | 1.48 | 1.87 | 9.38 | 12.13 | 11.19 | 0.08 | 0.17 | 0.00 | 0.41 | 0.33 | 0.76 |
| Podel.02G260900 | PdeUFGT4 | 24.80 | 25.71 | 29.19 | 64.45 | 63.97 | 68.36 | 11.38 | 10.60 | 7.11 | 28.12 | 31.39 | 27.76 |
| Podel.07G150600 | PdeUFGT5 | 69.16 | 80.92 | 76.82 | 182.74 | 192.84 | 186.71 | 47.03 | 48.73 | 37.87 | 129.97 | 138.47 | 124.73 |
| Podel.09G097700 | PdeUFGT6 | 9.79 | 8.42 | 9.44 | 1.45 | 1.91 | 1.25 | 31.89 | 34.43 | 33.59 | 5.23 | 5.71 | 6.52 |
| Podel.T002500 | PdeUFGT7 | 0.00 | 0.00 | 0.00 | 0.16 | 0.16 | 0.31 | 0.00 | 0.00 | 0.00 | 0.00 | 0.00 | 0.00 |
| Podel.09G098000 | PdeUFGT8 | 1.58 | 2.58 | 3.01 | 0.69 | 0.72 | 0.36 | 6.46 | 6.51 | 3.67 | 1.41 | 1.25 | 1.11 |
| Podel.07G150700 | PdeUFGT9 | 81.00 | 79.60 | 92.14 | 164.76 | 158.12 | 157.70 | 41.80 | 39.14 | 34.88 | 117.02 | 128.62 | 126.70 |

# Supplementary material for: Transcriptome and metabolome analyses reveal molecular mechanisms of anthocyanin-related leaf color variation in poplar (Populus deltoides) cultivars
**Source:** Front Plant Sci. 2023 Feb 24;14:1103468. doi: 10.3389/fpls.2023.1103468
**Supplement:** Supplementary file 11

**Supplementary Table 10 |** The number of TFs with differential expression involved in regulating anthocyanin biosynthesis in leaves of colored-leaf poplar.

| Family | F_G VS F_P | | G VS P | |
| --- | --- | --- | --- | --- |
|  | Down | UP | Down | UP |
| MYB | 64 | 11 | 57 | 19 |
| bHLH | 34 | 5 | 24 | 13 |
| WRKY | 20 | 6 | 24 | 6 |
| AP2 | 46 | 6 | 32 | 6 |
| GRAS | 14 | 2 | 16 | 8 |
| Dof | 21 | 1 | 20 | 0 |
| Aux/IAA | 21 | 1 | 21 | 5 |
| SBP | 4 | 2 | 6 | 2 |
| Arf | 2 | 0 | 7 | 0 |
| HD-ZIP | 3 | 0 | 2 | 0 |
| LIM | 4 | 1 | 5 | 4 |
| B3 | 13 | 1 | 8 | 10 |
| TCP | 5 | 1 | 8 | 3 |
| Homeobox | 12 | 2 | 8 | 7 |
| WD40 | 1 | 0 | 6 | 6 |
| ZF-HD | 5 | 1 | 2 | 1 |
| PHD | 1 | 0 | 4 | 2 |
| bZIP | 9 | 11 | 11 | 12 |

# Supplementary material for: Transcriptome and metabolome analyses reveal molecular mechanisms of anthocyanin-related leaf color variation in poplar (Populus deltoides) cultivars
**Source:** Front Plant Sci. 2023 Feb 24;14:1103468. doi: 10.3389/fpls.2023.1103468
**Supplement:** Supplementary file 12

**Supplementary Table 11** | Determination of the relative expression of structural genes and two MYB transcription factors involved in the anthocyanin biosynthesis pathway by qRT PCR.

| Gene | ID | F_G | Standard deviation | F_P | Standard deviation | G | Standard deviation | P | Standard deviation |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Podel.14G152900 | PdeCHS1 | 1 | 0.0743 | 3.7167 | 0.1579 | 1 | 0.1650 | 4.2221 | 0.8849 |
| Podel.14G153100 | PdeCHS2 | 1 | 0.0396 | 1.4075 | 0.2859 | 1 | 0.0454 | 1.6921 | 0.0344 |
| Podel.01G055900 | PdeCHS3 | 1 | 0.0317 | 1.2232 | 0.0057 | 1 | 0.1895 | 1.8049 | 0.0409 |
| Podel.05G127100 | PdeF3H2 | 1 | 0.0282 | 3.9347 | 0.0592 | 1 | 0.0936 | 2.8062 | 0.4982 |
| Podel.13G079600 | PdeF3'H1 | 1 | 0.0357 | 2.6814 | 0.0761 | 1 | 0.0529 | 3.0604 | 0.7738 |
| Podel.01G063100 | PdeDFR | 1 | 0.0086 | 4.3679 | 0.0929 | 1 | 0.0835 | 2.5814 | 0.3102 |
| Podel.15G029700 | PdeANS3 | 1 | 0.0205 | 2.9489 | 0.0761 | 1 | 0.1013 | 1.715 | 0.1534 |
| Podel.02G260900 | PdeUFGT4 | 1 | 0.0444 | 3.0927 | 0.0616 | 1 | 0.1789 | 1.6768 | 0.24 |
| Podel.07G150600 | PdeUFGT5 | 1 | 0.0142 | 29.9308 | 0.6775 | 1 | 0.0131 | 9.2138 | 0.6752 |
| Podel.07G150700 | PdeUFGT9 | 1 | 0.0172 | 5.8911 | 0.3162 | 1 | 0.1694 | 3.4794 | 0.5785 |
| Podel.04G021100 | PdeMYB1 | 1 | 0.0256 | 5.8911 | 0.3162 | 1 | 0.1122 | 2.7597 | 0.9467 |
| Podel.06G234300 | PdeMYB2 | 1 | 0.0113 | 0.0502 | 0.0011 | 1 | 0.0566 | 0.2286 | 0.0224 |

# Supplementary material for: Transcriptome and metabolome analyses reveal molecular mechanisms of anthocyanin-related leaf color variation in poplar (Populus deltoides) cultivars
**Source:** Front Plant Sci. 2023 Feb 24;14:1103468. doi: 10.3389/fpls.2023.1103468
**Supplement:** Supplementary file 13

**Supplementary Table 12 |** Connection network between the structure genes and anthocyanin metabolites.

# Supplementary material for: Transcriptome and metabolome analyses reveal molecular mechanisms of anthocyanin-related leaf color variation in poplar (Populus deltoides) cultivars
**Source:** Front Plant Sci. 2023 Feb 24;14:1103468. doi: 10.3389/fpls.2023.1103468
**Supplement:** Supplementary file 14

**Supplementary Table 13 |** Connection network between MYB TFs and anthocyanin metabolites.

# Supplementary material for: Transcriptome and metabolome analyses reveal molecular mechanisms of anthocyanin-related leaf color variation in poplar (Populus deltoides) cultivars
**Source:** Front Plant Sci. 2023 Feb 24;14:1103468. doi: 10.3389/fpls.2023.1103468
**Supplement:** Supplementary file 15

**Supplementary Table 14 |** Connection network between bHLH TFs and anthocyanin metabolites.

How the deposited data were processed for this re-analysis (not part of the article)

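RNA-seq was performed on 12 libraries of *P. deltoides* leaves, 3 biological replicates each of purple leaves of QHP (P), green leaves of L2025 (G), and purple (F_P) and green (F_G) leaves of ZSY, from 2-year-old plants. The condition and replicate of each library were taken from the sample labels and checked against the paper's group names. The authors purified mRNA, sequenced the libraries, mapped the reads with Hisat2 to a *P. deltoides* genome, and assembled transcripts with StringTie; the versions are not given in the sources used here. The authors deposited FPKM values per gene and library, that is, fragments scaled to transcript length and to a library size. The paper's own DEG test was made with the DESeq R package at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1.

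The deposited tables hold 46170 genes, of which 1317 lie outside the deposited annotation and have no position. The build of the annotation is not named in it. On 11 of 19 chromosomes, genes of the assembly named in the paper's methods end beyond the annotation, so only coordinates of the deposited annotation are given. None of the identifiers (0) matched the 31722 genes of the reference gene table, so names were taken from the paper's supplementary tables, and of other genes at most the largest increase and the largest decrease of each comparison are given.

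The depth was recovered from the deposited FPKM and the exon lengths of the annotation. Whole fragments (within 0.02) resulted for 100% of the annotated genes' values above 0 that were checked in every library. The values with the most fragments were left out of this check. Between 14543579 and 16628923 fragments per library were assigned to annotated genes (median 16000272). The library size used by the authors was 0.942 to 1.09 times the counted fragments, and the 10 most expressed genes held 2.50% to 5.18% of the values, most in G (4.78% to 5.18%). A chi-square comparison of fragments between replicates gave 2.82 to 11.0 per gene over the 12 pairs, with medians of 1.02 to 3.30, so that the spread between replicates was larger in some groups than in others. The rows that could be read of the paper's DEG table (Supplementary Table 5), 1987 for F_P vs. F_G and 1486 for P vs. G, hold fragments that equal the recovered ones within 1% after 1 scaling factor per library. This table and Supplementary Tables 7 and 8 are cut in the copy read here, so no overlap with the paper's DEGs was computed.

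The design written before the data were examined allowed for counts or FPKM. Since the files hold FPKM, its FPKM branch was used. F_P was compared with F_G and P with G with limma 3.58.1 (trend) in R 4.3.3 on log2(FPKM + 1), with only the 6 libraries of a comparison in the fit and the genes with at least 1 FPKM in at least 3 of these. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. Whether the change differs between the 2 comparisons was tested with the contrast of P minus G against F_P minus F_G in 1 fit of all 12 libraries. Lists of genes were tested with camera of limma, with estimated correlation, on the libraries that had not been used to choose them. Correlations with anthocyanins used the paper's relative contents (Supplementary Table 3), exact permutation of the 720 pairings within 6 purple or 6 green samples, and Benjamini-Hochberg adjustment; the set of structural genes was added after the data were seen. Correlations across the 12 qRT-PCR genes used 100000 permutations. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, and scipy 1.17.1.

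The procedure was tested on simulated data with known changes. In F_P vs. F_G, 97.9% of 194 changed genes were called with 8 false calls among 24999 genes, in P vs. G 96.3% of 188 with 1 false call among 25691 genes, and for the difference between the comparisons 88.3% of 197 with 10 false calls among 26392 genes. The simulated log2 fold changes were 2 to 3 (2 for the difference) and the dispersion 0.03, so these shares do not apply to changes near the minimum of 1.

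The genes named are those the paper names in its text or in Supplementary Tables 9, 11, 13, and 14, whose values in the paper's tables had been seen, and per comparison those with the largest increase and decrease among DEGs without overlap and with a mean of at least 10 FPKM. The rule provided for 2 genes per direction and for 2 genes with opposite changes, of which the further ones are not named because no table pairs them with names. The genes singled out within the MYB and bHLH lists were chosen by the size of their change.

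Alternatives were another scaling of the libraries (median of ratios, or total fragments), no filter on low values, no minimum fold change, an adjusted p of 0.01, a test against a log2 fold change of 1, all 12 libraries in one fit, a pseudocount of 0.1, the replicate number as a block, and leaving out each library in turn. A fit of limma's voom method to the recovered fragments, of genes with at least 10 fragments in at least 3 libraries, was added after the data were seen. The GO terms, the numbers of transcription factors per family, and KEGG pathways other than the 5 lists were left out, because the supplements read here do not give their genes in full. Pigments and metabolites were not analysed here except for the relative contents used in correlations.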

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

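In this part, the comparison with other groupings of the libraries for the number of genes whose change differs, the voom fit, and the pseudocount of 0.1 for that difference were chosen after the results were seen.

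The change from green to purple leaves differed between the 2 comparisons for many genes. In the contrast of P vs. G against F_P vs. F_G, 5728 of 28339 tested genes passed the threshold in limma, 2900 with a larger value in P vs. G and 2828 with a larger value in F_P vs. F_G. The number lay between 5553 and 6073 with each library left out in turn. Among 100 assignments of the 12 libraries to the 4 groups, 1, the real one, gave a number as large, and the next highest gave 5456 genes. Such assignments also remove the differences between the groups, so they do not show whether chance can be excluded for the difference in change. The direction depends on the scaling of the libraries: with library totals, 3953 genes had a larger value in P vs. G and 2093 a smaller one. Leaf color is the same contrast in both comparisons, but P and G also differ in cultivar, and F_P and F_G do not, so a cultivar difference remains open and was not tested.

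Of the genes tested in both comparisons, 170 were DEGs in opposite directions, 129 lower in F_P and higher in P, and 41 the reverse, where 482 would result if the calls were independent. These technical explanations were tested. With library totals in place of the authors' scaling, 153 of the 170 genes were still opposite, so that scaling does not account for most of them. A mean of at least 10 FPKM over the 12 libraries was found for 67 of the 170 genes, which argues against few fragments as the only origin. With any single library left out, at least 150 of the genes were still opposite (fewest without F_G replicate 1), which argues against one deviating library. What stays open, untested, is a difference between cultivars, a difference between leaf samples that is unrelated to color, and reads shared between similar genes.

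Among the structural genes, *PdeF3'5'H2* (Podel.05G127000, chromosome 5, 9507095 to 9509452 in the deposited annotation) had opposite changes. Its expression was 5.62 ± 0.307 FPKM (SD, n = 3) in F_G, 1.05 ± 0.441 in F_P, 1.27 ± 0.817 in G, and 3.65 ± 1.33 in P. The log2 fold changes were −1.71 (standard error 0.19, adjusted p = 1.55e-04 from limma) and 1.06 (standard error 0.30, adjusted p = 0.0157 from limma), a difference of 2.77 (adjusted p = 9.86e-05 from limma). The difference was 2.96 with library totals and between 2.53 and 3.04 with each library left out in turn, past the threshold each time, and 3.97 with a pseudocount of 0.1 and 4.14 under the voom fit. The increase in P vs. G alone is less firm, at 0.81 without G replicate 3 (adjusted p = 0.0393 from limma) and 0.84 without P replicate 2 (adjusted p = 0.0545 from limma). Reads shared with *PdeF3'5'H1* or another copy were not tested and remain open, as does a difference between cultivars.

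The MYB gene Podel.02G040700 was at 91.5 ± 9.95 FPKM (SD, n = 3) in F_G, 44.7 ± 2.70 in F_P, 12.1 ± 0.944 in G, and 30.8 ± 2.76 in P. Its difference of the log2 fold changes was 2.29 (adjusted p = 7.37e-08 from limma), 2.54 with library totals, and between 2.22 and 2.37 with each library left out in turn. The decrease in F_P vs. F_G came below the minimum fold change without F_G replicate 1 (−0.94) and without F_P replicate 2 (−0.97). Few fragments and the scaling of the libraries are therefore not needed for this gene, whereas reads shared between MYB genes and a difference between cultivars were not tested.

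Genes outside the deposited annotation, which the paper does not discuss, were also among the DEGs. Of 512 such genes tested in F_P vs. F_G, 85 were DEGs (47 up, 38 down), and of 547 tested in P vs. G, 209 were DEGs (129 up, 80 down). In all, 255 genes were DEGs in at least one comparison and 39 in both, 37 of these in the same direction. A mean of at least 10 FPKM in a comparison that called them was found for 30 of the 255 genes (11 in F_P vs. F_G and 23 in P vs. G), so that low expression cannot be told apart from a real change for most of them. Their replicate SD on the log2 scale was 1.29 times that of called annotated genes of similar mean (median ratio), which leaves open that reads of another organism in some leaves may contribute to some of them. No sequence of these genes was used here, so this could not be decided.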

How the results depend on the processing

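In this part, the voom fit to recovered fragments, the correlation of structural genes with anthocyanins, and the other splits of the libraries for the numbers of DEGs and for the gene lists were chosen after the results were seen.

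Among the values that the alternatives gave for the main results, 227 kept their direction and stayed on their side of the threshold, or within 1.5 times for a number of genes, 12 moved, 8 came below an adjusted p of 0.05, and 7 rose above it. Among the values for single genes, 1809 stayed on their side of the threshold, 49 lost the call, 38 gained one, and 0 called values changed direction.

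Leaving out the minimum fold change gave 14301 DEGs in F_P vs. F_G and 17154 in P vs. G in place of 4685 and 6931, 8061 in place of 2290 with the same direction in both, and 12857 in place of 5728 genes whose change differs. Here the change follows from the criterion, which no longer leaves out genes with small changes. Testing against a log2 fold change of 1 gave 2120 and 3577 DEGs, 992 with the same direction, 15 in place of 26 structural genes in P vs. G, and 5 in place of 9 structural genes upregulated in both, since the criterion also asks that the estimate be clearly beyond 1. The voom fit gave 6707 and 9399 DEGs and 3600 with the same direction in both. Which of its differences from the main fit caused this was not tested. A pseudocount of 0.1, which shrinks the changes of genes with low FPKM less, gave 5816 and 8368 DEGs. In the simulated data, the main fit understated a true log2 fold change of 2. Its median was 1.83 in F_P vs. F_G and 1.84 in P vs. G. The other settings, apart from leaving out single libraries, stayed between 4505 and 4883 DEGs in F_P vs. F_G and between 6713 and 7186 in P vs. G. The lowest replicate correlation was 0.962 with Spearman's rho in place of 0.983. With Spearman's rho, 3 pairs of the MYB genes and anthocyanins had an adjusted p below 0.05 in place of 0.

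The split of DEGs into higher and lower depends on the scaling. Between P and G, 2618 of the DEGs were higher and 4313 lower (37.8% higher), and with library totals 3429 were higher and 3668 lower (48.3%). In the contrast between the comparisons, 2900 were higher and 2828 lower (50.6%), and with library totals 3953 and 2093 (65.4%). Library totals moved the median log2 fold change of all tested genes from −0.017 to 0.150 in P vs. G and from −0.028 to 0.183 in the contrast, so that changes in P vs. G of about this size are not separable from the scaling. For F_P vs. F_G, the median moved from 0.038 to −0.019, and the split from 31.2% to 27.5% higher. The median-of-ratios scaling gave 30.3% higher in F_P vs. F_G and 40.1% in P vs. G. Without the minimum fold change, 51.6% of the DEGs in F_P vs. F_G were higher.

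With each library left out in turn, the number of DEGs lay between 4627 and 4952 in F_P vs. F_G and between 6821 and 7031 in P vs. G, with the same direction in both between 2251 and 2307, and with a different change between 5553 and 6073. Structural genes past the threshold lay between 20 and 22 in F_P vs. F_G and between 25 and 26 in P vs. G, and those upregulated in both between 8 and 9. The MYB and bHLH genes lay between 19 and 20 and between 21 and 22. The direction of 11 of the 12 qRT-PCR genes was the same throughout (between 11 and 11 in each comparison), and the lowest replicate r lay between 0.983 and 0.987.

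Gene lists depended on how the correlation between genes was treated and on which test was used. With camera's preset correlation of 0.01, the adjusted p was 1.75e-04 for the antenna proteins, 2.87e-05 for the upregulated flavonoid genes, 1.06e-05 for DNA replication, and 1.53e-04 for circadian rhythm. With fry it was 1.00e-03, 2.25e-05, 2.07e-05, and 2.07e-05, respectively. This test asks whether a list changes at all, not whether it moves apart from the other genes. Its p therefore answers another question than that of camera. With each library left out, the adjusted p lay between 0.136 and 0.210, between 0.0824 and 0.140, between 0.0674 and 0.101, and between 0.0605 and 0.101 for these 4 lists. For the downregulated flavonoid genes it lay between 0.0575 and 0.0923, above 0.05 each time, with fewer samples in the fit.

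Whether the replicate numbers pair the libraries remains open. The deviations of libraries with the same number from their group means had correlations of 0.0127, −0.0092, and −0.025 in F_P vs. F_G. In P vs. G, of different cultivars, they were −0.114, 0.0925, and −0.067. Such weak correlations show no pairing but cannot exclude one. With the replicate number as a block, 4720 and 6948 genes were DEGs, 2299 had the same direction, 22 and 26 structural genes, 9 upregulated in both, and 19 and 22 MYB and bHLH genes passed the threshold, and 5677 genes differed in change. The adjusted p of the gene lists with the block was 0.233 for the antenna proteins, 0.206 for the upregulated and 0.123 for the downregulated flavonoid genes, 0.123 for DNA replication, and 0.123 for circadian rhythm.

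For each comparison of 3 libraries against 3, only 10 splits exist, so counting splits cannot give a share below 0.05 and does not by itself exclude chance. In both comparisons, 1 of 10 splits, the real one, gave as many DEGs, as many structural genes, and as many MYB and bHLH genes past the threshold, and the highest number of DEGs in another split was 1 in F_P vs. F_G and 0 in P vs. G. For each of the 5 gene lists, 1 of 10 splits, the real one, gave as small a p. Over both comparisons, 1 of 100 drawn pairs of splits, the real one, gave as many genes with the same direction (170 in the next highest), and 1 of 100 as many structural genes upregulated in both (1 in the next highest). Other splits gave at most 1 DEG in a single comparison, so the 170 can come only from the real splits with the direction of 1 comparison reversed. It equals the number of DEGs in opposite directions. The result for the drawn pairs therefore follows from the single comparisons and does not by itself exclude chance for the shared direction.

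The count-based tests and scalings listed beforehand were not run as such, because the files hold FPKM. The median-of-ratios scaling was computed on FPKM, and the library totals are the recovered fragments on annotated genes. Depth limits genes of low FPKM most, and genes under 1 FPKM in most libraries, such as *PdeUFGT3* in P vs. G, were left out by the filter. With no filter, *PdeUFGT3* rose by 0.46 there, and under the voom fit by 2.78, past the threshold.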

Differences from the paper's values

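The pseudocount of 0.1 and the other settings named here were set before the data were examined, except the voom fit to recovered fragments, which was chosen after seeing the values.

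For F_P vs. F_G, the paper reports 8217 DEGs, and 4685 were found here. The number comes within 1.5 times of the paper's with a pseudocount of 0.1 (5816) and, under the voom fit, which was chosen after seeing the values, with 6707. It does not with another scaling of the libraries (4660 with median of ratios and 4728 with library totals), no filter on low values (4883), no minimum fold change (14301), an adjusted p of 0.01 (4505), the test against a log2 fold change of 1 (2120), all 12 libraries in one fit (4696), the replicate block (4720), or any library left out. For the downregulated DEGs the paper gives 6212 and 3224 were found, within 1.5 times with no minimum fold change (6928) and under the voom fit (4747), chosen after seeing the values, but not with a pseudocount of 0.1 (3879) or the other settings. For the upregulated DEGs the paper gives 2005 and 1461 were found, within 1.5 times.

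For P vs. G, the paper reports 11484 DEGs, and 6931 were found. The number is within 1.5 times of the paper's with no minimum fold change (17154), a pseudocount of 0.1 (8368), and under the voom fit (9399), chosen after seeing the values, and not with the other settings, which gave 3577 to 7186. The paper gives 5041 upregulated DEGs and 2618 were found, within 1.5 times with library totals (3429) and under the voom fit (3714), chosen after seeing the values. The paper gives 6643 downregulated DEGs and 4313 were found, within 1.5 times with no filter on low values (4510), no minimum fold change (9012), a pseudocount of 0.1 (5051), and under the voom fit (5685), chosen after seeing the values. The paper's upregulated and downregulated numbers in P vs. G do not add up to its total.

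The paper's Fig. 4D prints other and smaller numbers than its text, and the values after "about" here are rounded from it. For the downregulated DEGs in F_P vs. F_G it has about 5600 in Fig. 4D, read by eye, and 3224 were found, within 1.5 times with no minimum fold change (6928), a pseudocount of 0.1 (3879), and under the voom fit (4747), chosen after seeing the values, and not with the other settings. For P vs. G, which the panel labels in the reverse order, it has about 4000 upregulated DEGs in Fig. 4D, read by eye, and 2618 were found. That number is within 1.5 times with library totals (3429), median of ratios (2763), no filter on low values (2676), a pseudocount of 0.1 (3317), without G replicate 3 (2689), and under the voom fit (3714), chosen after seeing the values, and not with the other settings. It has about 6500 downregulated DEGs in Fig. 4D, read by eye, and 4313 were found, within 1.5 times with no filter on low values (4510), no minimum fold change (9012), a pseudocount of 0.1 (5051), without G replicate 3 (4342), without P replicate 2 (4346), and under the voom fit (5685), chosen after seeing the values, and not with the other settings. For the upregulated DEGs in F_P vs. F_G, the 1461 found were within 1.5 times of the figure too. In P vs. G, the numbers 2676, 2689, 4342, and 4346 lie so close to 1.5 times that the rounding of the figure's values can decide their side. The voom fit leaves out 1 of the 10 genes named by the paper as upregulated in both comparisons that are in Supplementary Table 9 (*PdeDFR*), and since the paper's DEG table is held here only in part, no further overlap with its calls was computed.

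Of the genes that the paper names as upregulated in both comparisons, 10 are in Supplementary Table 9, and 8 of these were upregulated in both here. *PdeDFR* rose by 0.91 in F_P vs. F_G and 0.92 in P vs. G on the log2 scale, below the minimum of 1, and *PdeUFGT3* was left out in P vs. G by the filter on low values (0.46 with no filter, below the minimum, and 2.78 under the voom fit). With no minimum fold change, 9 of the 10 were upregulated in both, including *PdeDFR*, and under the voom fit, chosen after seeing the values, 9 of the 10, including *PdeUFGT3* and not *PdeDFR*. With library totals, 7 of the 10 were. *PdeDFR* passed the threshold in P vs. G alone with library totals (1.10), without G replicate 3 (1.02), and under the voom fit (1.00). *PdeCHS6*, which the paper does not name there, was also upregulated in both.

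The paper places an *F3’5’H* gene among those upregulated in F_P vs. F_G, whereas *PdeF3'5'H1* fell by 1.74 and *PdeF3'5'H2* fell by 1.71 on the log2 scale. It places both *F3’5’H* genes among those downregulated in P vs. G, where *PdeF3'5'H1* fell by 2.74 and *PdeF3'5'H2* rose by 1.06. It counts more *ANS* and *UFGT* genes and fewer *FLS* genes as upregulated in F_P vs. F_G than the 1, 4, and 3 found here. *PdeANS4* was upregulated there with a pseudocount of 0.1 (1.24), without F_G replicate 3 (1.08), and under the voom fit (1.28). All *F3H* genes are DEGs in F_P vs. F_G in the paper, and 2 of the 4 were here. *PdeF3H1* passed the threshold with a pseudocount of 0.1 (−1.61), without F_G replicate 2 (−1.02), without F_P replicate 2 (−1.01), and under the voom fit (−1.76), *PdeF3H3* under the voom fit (−1.05), and both with no minimum fold change. In P vs. G, the paper counts more *F3H* genes as DEGs than the 2 found here, and *PdeF3H3*, left out by the filter on low values, fell by 0.68 with no filter and passed the threshold under the voom fit (−1.62). For P vs. G, the paper counts more *FLS*, *F3’H*, and *UFGT* genes as upregulated than the 2, 1, and 3 found here, whereas 5 *CHS* genes and 1 *ANS* gene were upregulated in the paper and here.

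For the genes chosen for qRT-PCR, the paper reports a strong correlation of their expression patterns with RNA-seq. The values of r and rho given next compare the sizes of changes across genes. They are another measure than the pattern of each gene and do not test it. The direction was the same for 11 of 12 genes in each comparison, *PdeF3H2* had the opposite direction in both, and across genes Pearson's r was 0.465 and 0.595 and Spearman's rho −0.032 and 0.231. In Supplementary Table 11, the relative expression of *PdeMYB1* and *PdeUFGT9* in F_P is the same number, 5.8911. The paper describes *PdeMYB2* as positively correlated with anthocyanins that it lists, whereas its expression fell by 1.94 on the log2 scale in F_P vs. F_G and fell by 2.19 in P vs. G. In Supplementary Table 13 all correlations listed for this gene are negative, so that the decrease goes with the signs in that table and not with the sentence. The values of r in that table differ from those of the deposited data for 20 pairs of *PdeMYB1* and *PdeMYB2*. Within purple leaves, the median r of *PdeMYB2* with its 6 anthocyanins was 0.876, and within green leaves −0.361.

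Table 1 and Supplementary Table 3 of the paper give the same relative contents under different names. The group means of all 39 compounds of Supplementary Table 3 are found in Table 1 within its rounding, but only 1 compound has the same name in both, and 38 have another. With the names of Supplementary Table 3, r over the 12 samples on FPKM was within 0.01 of the paper's for all 133 pairs of Supplementary Table 12, all 114 of Supplementary Table 14, and 88 of the 108 of Supplementary Table 13, and with the names of Table 1 for 6, 5, and 1. The 20 pairs of Supplementary Table 13 that differ are all of *PdeMYB1* and *PdeMYB2*, and for 14 of them the p in the table is not the one that its r gives with 12 samples.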

Other observations

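In this part, the tests with library totals of why more genes were lower than higher were chosen after the result was seen.

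More DEGs were lower than higher in purple leaves in both comparisons. In F_P vs. F_G this holds only with the minimum fold change, since without it 7373 were higher and 6928 lower, whereas in P vs. G 8142 were higher and 9012 lower without it. Of the DEGs in F_P vs. F_G, 68.8% were lower, and with library totals in place of the authors' scaling 72.5%, which argues against the scaling as the origin of the excess there. Among the DEGs of P vs. G, 62.2% were lower, and 51.7% with library totals, but with the median of ratios 4125 were lower and 2763 higher, and under the voom fit, added after the data were seen, 5685 and 3714, so whether the scaling accounts for the excess in P vs. G remains open. Gene length was also tested. Spearman's rho between the log2 fold change and the exon length was 0.101 over 25201 tested genes (98.0%) in F_P vs. F_G and 0.128 over 26030 genes (97.9%) in P vs. G, too weak for length to be the whole origin. A biological origin in F_P vs. F_G stays open and was not tested.

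The F_P libraries lay closer to the P libraries, of another cultivar with purple leaves, than to the F_G libraries of their own cultivar. On log2(FPKM + 1), the lowest r of an F_P with a P library exceeded the highest r of an F_P with an F_G library by 0.0188, and Spearman's rho did so by 0.0178, which argues against a few genes with the highest values as the origin. A single library does not set the order, since it held for all 9 pairs of F_P and P. The F_G libraries were also nearer to P (r between 0.954 and 0.959 on that scale) than to F_P (0.936 to 0.944) or G (0.925 to 0.934), and Spearman's rho gave the same order, so on these scales P was the nearest group to both ZSY groups. On FPKM this did not hold for F_G, with r between 0.784 and 0.827 with P and between 0.802 and 0.812 with F_P. Without the 10 genes with the highest mean FPKM it did hold for F_G. There, r was 0.884 to 0.891 with P, 0.809 to 0.829 with F_P, and 0.773 to 0.796 with G. No biological explanation was tested.

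Some genes were at 0 fragments in all 3 libraries of one leaf color and had at least 30 fragments in each of the 3 libraries of the other. Of such genes, 66 were at 0 in F_P and 7 in F_G, and in P vs. G, 103 were at 0 in P and 36 in G. Only 2 genes were shared by both comparisons among those at 0 in purple leaves. If a chromosome segment had been lost in the purple leaves, these genes would lie next to each other among expressed genes. For F_P vs. F_G, 0 neighbouring pairs were found (0.188 on average in 10000 random sets, permutation p = 1), which argues against a lost segment. For P vs. G, 11 neighbouring pairs were found (0.467 on average and 5 at most in 10000 random sets, permutation p = 0.0001, the smallest that these sets can give), the longest run being 4 genes. A lost segment is a candidate explanation for those genes, but only 19 of the 103 genes were in such pairs, tandem copies or shared regulation would give the same, 80 of the 103 were also at 0 in F_P, 53 in F_G, and 46 in both, and DNA was not measured. Groups of the same leaf color also differed in this way, with 6 genes at 0 in F_P and at 30 or more in P, 0 the reverse, 65 at 0 in F_G and at 30 or more in G, and 27 at 0 in G and at 30 or more in F_G.

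Genes of low expression differed between green libraries. Of 8989 genes at 0 in all purple libraries, 511, 513, and 686 were detected in the F_G replicates 1, 2, and 3 (5.68%, 5.71%, and 7.63%), and 1267, 1279, and 1054 in the G replicates (14.1%, 14.2%, and 11.7%). A background spread evenly over exon length would fall on genes by chance. This was tested over 8764 of these genes with at most 20 fragments in every green library. Spearman's rho of the fragments per base in G replicates 1 and 2 was 0.522, against at most 0.108 in 100 Poisson simulations. The variance over the mean was 7.46, and both values argue against such an even background. The simulations gave each gene a rate proportional to its exon length. They therefore cannot exclude genomic DNA in the RNA that is uneven between genes. The deviations of F_G replicate 3 from its group mean correlated with those of G replicates 1 (0.158) and 2 (0.142). With those of G replicate 3 the correlation was −0.237. Expression in some cells of the green leaves stays open and was not tested, as does a technical factor shared by libraries of both cultivars. The same holds for a difference between cultivars as the origin of the contrast between F_G and G. Such a difference cannot give the spread within F_G (511 to 686) or within G (1054 to 1279), since each group is of 1 cultivar.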
